# Circulating monocytes associated with anti-PD-1 resistance in human biliary cancer induce T cell paralysis

**DOI:** 10.1016/j.celrep.2022.111384

**Published:** 2022-09-20

**Authors:** Bridget P. Keenan, Elizabeth E. McCarthy, Arielle Ilano, Hai Yang, Li Zhang, Kathryn Allaire, Zenghua Fan, Tony Li, David S. Lee, Yang Sun, Alexander Cheung, Diamond Luong, Hewitt Chang, Brandon Chen, Jaqueline Marquez, Brenna Sheldon, Robin K. Kelley, Chun Jimmie Ye, Lawrence Fong

## Abstract

Suppressive myeloid cells can contribute to immunotherapy resistance, but their role in response to checkpoint inhibition (CPI) in anti-PD-1 refractory cancers, such as biliary tract cancer (BTC), remains elusive. We use multiplexed single-cell transcriptomic and epitope sequencing to profile greater than 200,000 peripheral blood mononuclear cells from advanced BTC patients (n = 9) and matched healthy donors (n = 8). Following anti-PD-1 treatment, CD14^+^ monocytes expressing high levels of immunosuppressive cytokines and chemotactic molecules (CD14_CTX_) increase in the circulation of patients with BTC tumors that are CPI resistant. CD14_CTX_ can directly suppress CD4^+^ T cells and induce SOCS3 expression in CD4^+^ T cells, rendering them functionally unresponsive. The CD14_CTX_ gene signature associates with worse survival in patients with BTC as well as in other anti-PD-1 refractory cancers. These results demonstrate that monocytes arising after anti-PD-1 treatment can induce T cell paralysis as a distinct mode of tumor-mediated immunosuppression leading to CPI resistance.

## In brief

Keenan et al. report that a monocyte population expressing immunosuppressive chemokines and cytokines (CD14_CTX_) is induced with anti-PD-1 and associates with resistance to treatment in biliary tract cancer. CD14_CTX_ induce immune-paralyzed CD4^+^ T cells, representing an alternative mechanism of resistance in checkpoint inhibitor-refractory cancers.

## INTRODUCTION

While immune checkpoint inhibition (CPI) can lead to dramatic clinical responses in specific cancers, many solid malignancies are insensitive to this treatment approach. Advanced biliary tract cancers (BTCs), a family of heterogeneous epithelial cancers including intrahepatic and extrahepatic cholangiocarcinoma and gallbladder cancer, have a poor prognosis and an objective response rate to CPI under 10% (Kim et al., 2020; Piha-Paul et al., 2020). While BTCs have been characterized by an immunosuppressive microenvironment, desmoplastic stroma, and a paucity of tumor-infiltrating effector T cells (Rizvi et al., 2018; Zhou et al., 2019), the mechanisms that underlie primary resistance to CPI are not fully elucidated.

Cells of the myeloid lineage consist of both tumor-promoting and -suppressing subsets that function in inflammation and cancer immunity (Broz and Krummel, 2015; DeNardo et al., 2011; Linde et al., 2018; Ma et al., 2021). While CPI was developed to target T cells and its effects on various subsets have been well-documented, its effects on myeloid cells are not as well understood despite associations to altered frequency and activation states of myeloid cells (Hartley et al., 2018). For example, an increased frequency of circulating CD14^+^CD16^−^HLA-DR^hi^ monocytes prior to treatment, along with a decreased frequency of T cells, correlate with survival and response to anti-PD-1 in melanoma patients (Krieg et al., 2018). Further, PD-1 signaling can polarize macrophages to an M2 phenotype, lead to defects in phagocytosis, and impair effective anti-tumor immunity (Diskin et al., 2020; Gordon et al., 2017; Strauss et al., 2020).

Here, we used sample multiplexed single-cell cellular indexing of transcriptomes and epitopes (CITE-seq) to dissect the Cell compositional, transcriptomic, and surface proteomic responses of circulating immune cells from BTC patients to CPI. We found the composition of immune cells from BTC patients differed drastically from healthy donors, and that further changes were induced in patients’ circulation following anti-PD-1 treatment, particularly in CD14^+^ monocytes. Monocytes with canonical monocytic features are associated with response, while those expressing specific immunosuppressive markers are associated with insensitivity to CPI and can directly suppress CD4^+^ T cells. By analyzing surface protein and expression profiles across individuals, we further showed associations of immunosuppressive monocytes with the frequency of *SOCS3*^*+*^ CD4^+^ T cells in BTC patients. In co-culture experiments, these immunosuppressive monocytes were able to render resting CD4^+^ T cells unresponsive, suggesting multiple mechanisms of inhibition.

## RESULTS

### Multiplexed CITE-seq identifies altered circulating immune cell composition in BTC patients compared with healthy individuals

We used multiplexed CITE-seq to profile peripheral blood mononuclear cells (PBMC) obtained from BTC patients (n = 9) before, 1 week after, and 3 weeks after anti-PD-1 treatment as well as from gender- and age-matched healthy donors (n = 8) (Table S1 and Figure 1A). By analyzing over 230,000 cells, we identified the canonical circulating myeloid and lymphoid cell types including B cells, CD4^+^ and CD8^+^ T cells, NK cells, NK T cells, plasmacytoid and conventional dendritic cells (pDC, cDC), CD14^+^ and CD16^+^ monocytes, plasma cells, and a small immune progenitor cell population visualized using uniform manifold approximation and projection (UMAP) (Figures 1B and S1A–S1G and Table S2). When comparing pre-treatment BTC patients’ circulating immune cells with healthy donors, we found decreased frequencies of CD8^+^ and plasma cells in BTC patients (Figure 1C and Table S3). We next examined whether there were differences in circulating immune cells in BTC patients when analyzed by their clinical outcome to treatment. With the exception of the small progenitor cell population, there were no significant differences in frequencies of broad immune cell types in patients whose tumors responded to anti-PD-1 (responder) or were insensitive (non-responder) prior to or following CPI (Figures 1D, 1E, S1H, and Table S3). These findings differ from those reported in melanoma patients, in which an increased frequency of circulating CD14^+^ monocytes was observed in patients whose tumor responded to immunotherapy prior to treatment (Krieg et al., 2018). While T cells are thought to be the major targets of anti- PD-1 therapy, we found that CD14^+^ monocytes express high levels of PD-L1 and PD-L2 transcript and protein expression and PD-1 surface protein expression before CPI treatment (Figure 1F). These results are consistent with previously published reports (Diskin et al., 2020; Gordon et al., 2017; Strauss et al., 2020) and suggest that anti-PD-1 may also act on myeloid cells.

### BTC patients harbor distinct populations of circulating myeloid cells

To focus further on the myeloid compartment, we re-clustered on the monocytes and dendritic cells and identified seven sub-populations annotated using a combination of protein and RNA markers (Figures 2A and 2B). These included conventional dendritic cells (cDC), plasmacytoid dendritic cells (pDC), CD16^+^ monocytes, and four sub-populations of CD14^+^ monocytes. We used gene ontology enrichment analysis of upregulated genes (Ashburner et al., 2000; The Gene Ontology, 2019) to annotate the four CD14^+^ monocyte sub-populations by canonical immune-specific pathways (Li et al., 2014) (Figure 2C and Tables S4): (1) CD14_IFL_ myeloid cells were enriched for pathways related to inflammation (e.g., pro-inflammatory cytokines and chemokines, NFkB signaling, and inflammasome function); (2) CD14_APC_ cells were enriched in monocyte differentiation and function and antigen processing and presentation; (3) CD14_ISG_ represented a smaller population of CD14^low^ monocytes with upregulated interferon response genes (ISG) and innate immune signaling; and (4) CD14_CTX_ cells were enriched for chemotaxis molecules and suppressive cytokines. CD14_CTX_ also have increased expression of macrophage-associated genes *CD63*, *CD68*, *MSR1*, *CFS1*, *CCL2*, and *CCR2* and lower expression of *CD14* (Figures 2B and 2D). These findings suggest that CD14_APC_, CD14_IFL_, and CD14_ISG_ are canonical CD14^+^ monocytes, while CD14_CTX_ may exist on the spectrum of monocytes-macrophages (Betjes et al., 1991; Iqbal et al., 2014). The distribution of CD14^+^ sub-populations varied between BTC and healthy donors with quantitative differences detected for several populations, despite there not being an apparent difference when comparing total CD14^+^ monocyte frequencies overall (Figure 2E and Table S3). BTC patients prior to treatment had an abundance of the different monocyte sub-populations including CD14_CTX_ and CD14_ISG_, and an increased frequency of CD14_APC_ and a decreased frequency of CD14_IFL_ in comparison with healthy individuals. Healthy donors had a more uniform composition of monocyte sub-populations (predominately CD14_IFL_) (Figure 2E).

### Myeloid subpopulation frequencies and gene signatures differ by clinical outcome

To examine whether the circulating monocyte sub-populations may represent states of monocyte-macrophage differentiation, we used trajectory analysis (Trapnell et al., 2014) to order the four CD14^+^ monocyte sub-populations along latent time (Figures 3A–3C). Genes differentially expressed along latent time overlapped with top differentially expressed genes in these populations and organized into three modules, distinct but related to the monocyte cell clusters (Figure 3D). Module 2 genes increase over latent time and include markers of monocytic lineage (*CD14*, *VCAN*, *S100A8*, *S100A9*, *CD74*), whereas modules 1 and 3 decrease over latent time and include ISGs (*RSAD2*, *ISG15*, *IRF7*), PD-L1 (*CD274*), and immunosuppressive cytokines (*CXCL8*, *CXCL10*, *CXCL11*, *IL6*) (Figure 3D and Table S5). Furthermore, monocytes from BTC patients at baseline and 1 week were present across latent time in both responders and non-responders. However, by week 3, monocytes from responders were mainly found alongside the CD14^+^ monocytes from healthy donors (Figures 3C and S2A). Noting differences between CD14^+^ sub-populations in this analysis, we assessed the composition of all myeloid populations by response category (Figures 3E, 3F, and S2B). The small population of CD14_ISG_ was derived from the circulation of two of the four responders at baseline (Figure 3E). There were few other significant differences pre-treatment or at 1 week post-treatment between responders and non-responders (Figures 3E and S2B). However, by 3 weeks post-anti-PD-1, responders had a markedly higher frequency of CD14_APC_, whereas non-responders had an increased frequency of CD14_CTX_, pDC, and cDC (Figure 3F).

### CD14_CTX_ express a program of immunosuppressive chemokines and cytokines

We next used MAST (Finak et al., 2015) to compare CD14_CTX_ to CD14_APC_ cells, the two dominant populations in BTC patients’ circulation following CPI. CD14_CTX_ had increased expression of several tumor-associated macrophage (TAM)- and/or myeloid-derived suppressor cell (MDSC)-related cytokines (Mantovani et al., 2017; Ostrand-Rosenberg and Fenselau, 2018), including *IL6*, *TGFB1*, and *CXCL8* (Figures 4A and 4B). However, CD14_CTX_ lack expression of other MDSC-associated genes including *ARG1*, *VEGFA*, and *IDO1* (Figure 4B and Table S6). Although antigen processing and presentation pathways were enriched in both monocyte sub-populations (Figures S3A and S3B), the individual genes and pathways differed. CD14_CTX_ expressed COX2 (*PTSG2*) and HLA molecules (Figure S3B), while CD14_APC_ expressed genes related to monocyte surface phenotype (*S100A8*, *S100A9*, *CD14*, *FCN1*) and function (i.e., the inflammasome-related gene, *NLRP3*) (Figures 4A and S3A and Table S6). CD14_CTX_ also expressed a distinct set of chemokines involved in the recruitment of CCR2^+^ inflammatory monocytes, a population associated with poor outcomes in cancer patients (*CCL2*, *CCL7*) (Geissmann et al., 2003; Sanford et al., 2013), recruitment of neutrophils (*CXCL1*, *CXCL2*, *CXCL3*) (Mollica Poeta et al., 2019; Sokol and Luster, 2015), and associated with T cell exhaustion (*CCL20*) (Kfoury et al., 2021), pro-inflammatory cytokines (*IL1A*, *IL1B*), as well as molecules associated with cell migration and extracellular matrix digestion (*TIMP1*, *CTSB*, *CTSZ)* (Akkari et al., 2014; Porter et al., 2013; Roeb et al., 2005) (Figures 4A and S3B).

To enable further *in vitro* functional characterization, we leveraged the surface protein abundance data from CITE-seq to identify markers that can distinguish CD14_CTX_ from other monocyte sub-populations. First, we used COMET (Delaney et al., 2019) to identify two highly expressed surface markers in CD14_CTX_: Tim3 (*HAVCR2*), an immune checkpoint on T cells that is also expressed by dendritic cells and M2 macrophages (Ocana-Guzman et al., 2016), and CD29 (*ITGB1*), an integrin that can mediate chemotaxis (Shang et al., 1998) and is upregulated in macrophages compared with other myeloid cells (Ammon et al., 2000). We confirmed that Tim3 and CD29 are highly expressed by CD14_CTX_ at the RNA and protein levels and that the combination specifically distinguishes CD14_CTX_ from other sub-populations (Figure 4C). Using flow cytometry, we demonstrated that BTC patients had an increased frequency of CD29^+^Tim3^+^CD68^+^ cells as well as Tim3^+^CD68^+^ and CD29^+^CD68^+^ cells compared with healthy donors, with similar findings shown for CD14-gated cells (Figures 4D and S3C–S3F). Enrichment of CD29^+^ and Tim3^+^ monocytes was specific to BTC patients, while the frequency of total CD14^+^ or CD68^+^ myeloid cells did not differ significantly between healthy individuals and BTC patients (Figures 4D and S3F). To validate these findings, flow cytometry was performed on PBMC from additional BTC patients (n = 16), confirming an increased frequency of CD29^+^Tim3^+^ monocytes (gated by either CD68 or CD14) (Figure S3G).

### CD14_CTX_ gene signature correlates with SPP1^+^ TAMs in the tumor microenvironment and is associated with poor prognosis in other CPI-insensitive tumors

Because CD14_CTX_ express chemokine receptors that might facilitate migration into the tissues, we next examined the relationship between circulating and intra-tumoral myeloid states in BTC. We performed scRNA-seq on primary cholangiocarcinoma tumors (n = 4) obtained from standard of care resections (Table S7) and recovered a total of 10,913 myeloid cells. 

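The tumor dataset holds 4 libraries, 1 from each of tumors 1 to 4. All are primary cholangiocarcinomas removed by resection, so there is 1 condition with 4 replicates. The libraries were made with 10x 5′ chemistry, in which each cell carries a barcode and each captured transcript a unique molecular identifier (UMI). The authors counted UMIs per gene and barcode with Cell Ranger, and deposited these raw counts without normalization. The deposited matrices hold 32374242 UMIs for tumor 1, 48973018 for tumor 2, 18856684 for tumor 3 and 74037340 for tumor 4. The matrices of tumors 1, 2 and 3 list 9220, 6949 and 4278 barcodes that had already been called as cells. That of tumor 4 lists all barcodes, empty droplets included, without such a call. Its cells were therefore called by an order-of-magnitude rule, which takes the 99th percentile of UMIs among the top 3000 barcodes and divides it by 10. This kept 3900 barcodes of more than 4160 UMIs. After the filters of the paper's methods and the removal of doublets, 6850 cells of tumor 1, 4133 of tumor 2, 3350 of tumor 3 and 2162 of tumor 4 remained. The kept cells held a median of 2600.5 UMIs in tumor 1, 3702 in tumor 2, 3246 in tumor 3 and 5155.5 in tumor 4. Cells were clustered over all tumors after batch correction, and clusters were named from lists of marker genes. The clusters named as myeloid held 626 cells of tumor 1, 1060 of tumor 2, 1362 of tumor 3 and 1383 of tumor 4, together 4431. A further 325 cells were left out because the leading genes of their cluster mixed those of NK cells and monocytes. The choice that moved the total most among those made at the start was the calling of cells in tumor 4. Keeping each of its barcodes that passed the filters on genes and mitochondrial share gave 10701 myeloid-like cells over the 4 tumors.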

Tissue-associated myeloid cells consisted of dendritic cells (DC), neutrophils (Neut), two populations of macrophages characterized by either high *APOE* or *SPP1* expression (Mac_APOE_, Mac_SPP1_), CD14^+^ monocytes (CD14^+^ mono), CD16^+^ monocytes (CD16^+^ mono), and intermediate *CD14*^+^*CD16*^+^ monocytes (CD14^+^CD16^+^ mono) (Figures S4A and S4B). 

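Clusters of the tumor myeloid-like cells were given the paper's names with the ending "-like", because the names were rebuilt from marker genes. Mac_APOE-like cells, led by APOE and APOC1, were 97.9% of the myeloid-like cells of tumor 1, 74.0% of tumor 2, 87.2% of tumor 3 and 1.45% of tumor 4, a mean of 65.1% ± 43.6 (SD, n = 4 tumors). CD14 mono-like cells, led by S100A8, S100A9 and FCN1, made up 0.479%, 3.68%, 1.10% and 72.3% in the same order (19.4% ± 35.3). Mac_SPP1-like cells, led by SPP1 and RNASE1, made up 24.1% of tumor 4 and 0.160% of tumor 1, and 99.7% of these 334 cells came from tumor 4. Tumors 2 and 3 held no such cell, which in 1060 and 1362 myeloid-like cells allows shares of up to 0.283% and 0.220%. The mean over the 4 tumors was 6.06% ± 12.0. SPP1 itself was also abundant outside this cluster. Its counts, normalized by TMM and scaled to the library (CPM), were 28897 in Mac_APOE-like cells of tumor 1, 494.5 in those of tumor 2, 3304 in those of tumor 3 and 1524 in those of tumor 4, against 17569 in Mac_SPP1-like cells of tumor 4. DC-like cells made up 0.958%, 20.8%, 2.57% and 1.30% of tumors 1 to 4 (6.40% ± 9.60), and rested on 4 detected markers, none of them among the leading genes of the cluster. Myeloid cluster 5, of 157 cells, took the name of cycling cells from 3 detected markers. Its leading genes were mostly those of macrophages (APOC1, APOE, SPP1, TREM2 and C1QC), STMN1 was the cycling marker among them, and its cells had a median of 1535 UMIs. The heat shock genes HSPA1A and HSPA1B were among the leading genes of the largest Mac_APOE-like cluster and of the Mac_SPP1-like cluster. No cluster was named as CD16 mono-like, as CD14 CD16 mono-like or as neutrophil-like. With the barcodes of tumor 4 called at 1000 UMIs instead, CD16 mono-like cells reached a mean of 6.12% over the tumors and neutrophil-like cells 3.34%. For every class, the spread between tumors was as large as the mean share or larger, apart from Mac_APOE-like cells. The rule that turned marker scores into names moved the shares of Mac_SPP1-like and Mac_APOE-like cells most and left those of the other classes as they were. With the highest score alone, Mac_SPP1-like cells rose to a mean of 70.6% and Mac_APOE-like cells fell to 0.542%. That rule was tried first, and the main rule was set later, after the clusters had been seen. No rule for names was fixed in advance.

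**Figure D1:**
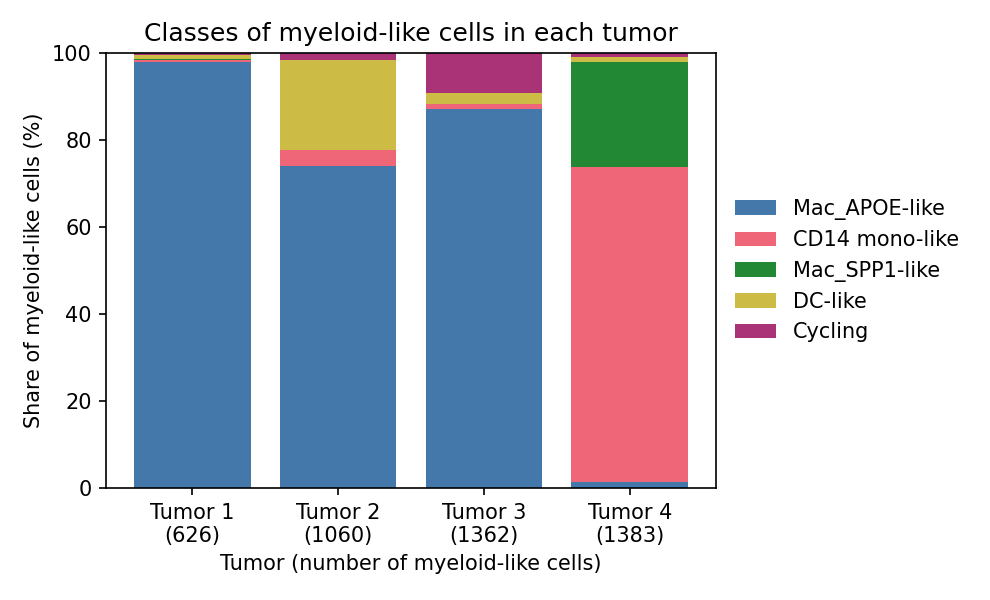
Share of each class among the myeloid-like cells of each tumor, in percent, as stacked bars, 1 bar per tumor with its number of myeloid-like cells below. Mac_APOE-like cells are most of tumors 1, 2 and 3, and CD14 mono-like cells, at 72.3%, most of tumor 4.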

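For comparisons of genes between the classes, raw counts were summed over the cells of each class in each tumor that held at least 20 such cells. Cells named as cycling, a state and not a class, were left out, although tumor 3 held 125 of them. This gave 9 sums, of 20 to 1187 cells and 108162 to 7084537 UMIs. Only tumor 4 gave a Mac_SPP1-like sum, of 333 cells, so this sum was assumed to vary like those of the other classes. With tumor as a block, edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted p under 0.05) called 1639 of 10795 genes higher and 613 lower in Mac_SPP1-like than in CD14 mono-like cells. Against Mac_APOE-like cells it called 229 higher and 124 lower. In tumor 4 this comparison rests on 20 Mac_APOE-like cells, whose normalized CPM was 475.9 for APOE, 1352 for FCN1 and 482.8 for S100A12, where Mac_SPP1-like cells had 3543, 10.6 and 2.54. APOE was thus among the genes called higher in Mac_SPP1-like cells, with a log2 fold change of 3.38 (standard error 0.39, adjusted p = 2.86e-15). Against the mean of the other named classes, which include these 20 cells, it called 702 higher and 259 lower. Without the tumor block, no gene was called against CD14 mono-like cells, where 949 genes had an unadjusted p under 0.05, and DESeq2 with the block called 636 higher and 204 lower.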

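HAVCR2 (ENSG00000135077) encodes Tim3 and lies on chromosome 5 of GRCh38 from 157085422 to 157142869, on the minus strand. Its normalized CPM was 156.5 in Mac_SPP1-like cells of tumor 4, and 42.0 and 73.1 in CD14 mono-like cells of tumors 4 and 2. It was 42.9, 104.5, 143.9 and 69.0 in Mac_APOE-like cells of tumors 1 to 4. The tests below assume that the 1 Mac_SPP1-like sum varies like the other classes do, since variation of these cells between tumors was not measured. The log2 fold change of HAVCR2 in Mac_SPP1-like cells was 1.97 against CD14 mono-like cells (standard error 0.46, adjusted p = 0.000199 from edgeR's quasi-likelihood test). It was 1.44 against the mean of the other classes (standard error 0.46, adjusted p = 0.0251), which was called in 11 of 21 alternatives, not in 7, and had no test in 3. Leaving out tumor 3 gave 1.39 (adjusted p = 0.0572). Against Mac_APOE-like cells the difference, 1.27, did not pass the threshold (standard error 0.53, adjusted p = 0.246). It did in 4 of 22 alternatives, each with cells of tumor 4 called at 1000 or 500 UMIs. With each tumor clustered on its own it was -0.52, with no test. Calling at 1000 UMIs gave 2.03 (adjusted p = 0.00398, in a range of 0.00147 to 1.00 over the alternatives). Without removal of doublets, the difference from CD14 mono-like cells was 1.16 and was no longer called (adjusted p = 0.261). ITGB1 (ENSG00000150093), which encodes CD29, lies on chromosome 10 from 32887273 to 33005792. Its normalized CPM was 159.9 in Mac_SPP1-like cells, 99.4 and 127.9 in CD14 mono-like cells of tumors 4 and 2, and between 131.1 and 257.2 in Mac_APOE-like cells. None of the 3 differences in ITGB1 passed the threshold, with log2 fold changes of 0.81 (standard error 0.44, adjusted p = 0.211), 0.41 (standard error 0.45, adjusted p = 0.763) and 0.27 (standard error 0.49, adjusted p = 0.962) against CD14 mono-like cells, the mean of the other classes and Mac_APOE-like cells.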

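The share of cells with a UMI of each gene was compared within tumor 4, with each cell thinned to 1000 UMIs because Mac_SPP1-like cells were deeper (median 6824 UMIs) than its other myeloid-like cells (median 4897.5). Thinned shares are the shares expected over all random draws of 1000 UMIs per cell. The expected share with an HAVCR2 UMI was 14.7% of 333 Mac_SPP1-like cells (Wilson 95% interval 11.3 to 18.9) and 4.27% of 1050 other myeloid-like cells (3.20 to 5.67), a difference of 10.4 percentage points (6.75 to 14.8). In 100 single draws this difference lay between 5.78 and 15.2. Unthinned, the shares were 60.1% and 20.0%. Epithelial-like cells, which should lack HAVCR2, had a UMI in 0.198% of 344 cells of tumor 4 (median 5355.5 UMIs) after thinning. For ITGB1 the shares were 15.7% and 9.69%, a difference of 6.00 percentage points (1.99 to 10.6) that lay between 1.24 and 11.3 in the single draws, and unthinned 67.9% and 39.7%. No cell type that lacks ITGB1 was found to set beside it, since 32.6% of the epithelial-like cells and 15.9% of the T cell-like cells of tumor 4 had a UMI. These intervals cover counting error only, and with 1 tumor no permutation over tumors was possible. HAVCR2 UMIs were also found in Mac_APOE-like cells, in 3.33% of those of tumor 1 (2.08 to 5.29), 9.51% of tumor 2 (7.63 to 11.8), 13.2% of tumor 3 (11.4 to 15.3) and 9.49% of the 20 of tumor 4 (2.57 to 29.5) after thinning. CD14 mono-like cells of tumor 4 had 4.11%. From the correlation of pseudobulk profiles of blood and tumor populations, with these genes as examples, the paper concludes that CD14_CTX_ was closest to Mac_SPP1_. The blood libraries were not analysed here, so that correlation was not recomputed.

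**Figure D2:**
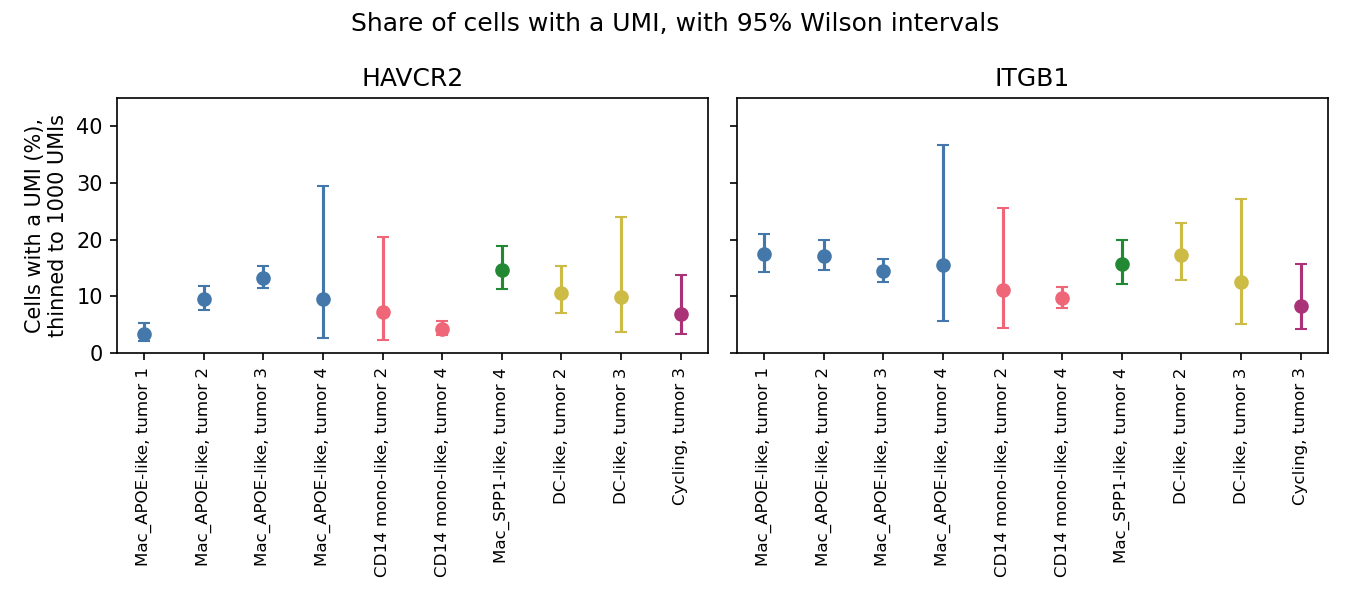
Share of cells with a UMI of HAVCR2 or of ITGB1, in percent, in each class of myeloid-like cells of each tumor with at least 20 cells left after each cell was thinned to 1000 UMIs. Points are expected shares and bars Wilson 95% intervals for counting error. The HAVCR2 share is 14.7% in Mac_SPP1-like cells of tumor 4 and 13.2% in Mac_APOE-like cells of tumor 3, with intervals that overlap, and 4.11% in CD14 mono-like cells of tumor 4. The ITGB1 share of Mac_SPP1-like cells, 15.7%, lies among those of Mac_APOE-like cells.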

Among the tissue-associated myeloid populations, the expression profile of CD14_CTX_ was most correlated with Mac_SPP1_, exemplified by the shared expression of differentially expressed CD14_CTX_ genes including *HAVCR2* and *ITGB1* (Figures S4C and S4D). Notably, two genes that differ in expression between Mac_SPP1_ and CD14_CTX_ are related to chemotaxis and extravasation (*SERPINB2* [Schroder et al., 2019], *TIMP1* [Roeb et al., 2005]), suggesting a transition in macrophages that have already migrated to the tumor microenvironment. 

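SERPINB2 (ENSG00000197632), on chromosome 18 of GRCh38 from 63871692 to 63903888, was close to undetected in the tumor myeloid-like cells. It had 6 UMIs in the Mac_SPP1-like cells of tumor 4 and 25 in its CD14 mono-like cells. These were 2.54 and 4.82 CPM, normalized by TMM. Mac_APOE-like cells held 10 UMIs in tumor 1, 1 in tumor 2 and 0 in tumors 3 and 4, and DC-like cells 11 in tumor 2. The tests of both genes take the spread of the 1 Mac_SPP1-like sum from the other classes. The log2 fold change in Mac_SPP1-like cells was -0.79 against CD14 mono-like cells (standard error 0.84, adjusted p = 0.598 from edgeR's quasi-likelihood test), so a difference was not detectable at this depth. TIMP1 (ENSG00000102265), on chromosome X from 47582408 to 47586789, was abundant. Its normalized CPM was 359.1 in Mac_SPP1-like cells of tumor 4, and 893.3 and 1419 in CD14 mono-like cells of tumors 4 and 2. In Mac_APOE-like cells of tumors 1 to 4 it ranged from 122.2 to 2432, a spread in which the Mac_SPP1-like value falls. The log2 fold change of TIMP1 in Mac_SPP1-like cells was -1.92 against CD14 mono-like cells (standard error 0.47, adjusted p = 0.000433) and -1.77 against Mac_APOE-like cells (standard error 0.44, adjusted p = 0.00298), the latter against the 20 such cells of tumor 4. Both differences depended on the processing. With the barcodes of tumor 4 called at 1000 UMIs, the difference from CD14 mono-like cells was -0.48 and was not called (adjusted p = 0.718), and DESeq2 did not call it either (-2.04, adjusted p = 0.122). Against Mac_APOE-like cells TIMP1 was called lower in 5 of 22 alternatives, was lower but not past the threshold or without a test in 15, and was higher in 2, at 0.19 with no upper limit on genes and at 1.35 with that joined to calling at 1000 UMIs, a pair added after the data were seen. From the difference of both genes between Mac_SPP1_ and CD14_CTX_, the paper proposes a transition in macrophages that have reached the tumor. Expression in CD14_CTX_ was measured in blood, which was not analysed here.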

As an alternate approach to assess the relationship between the circulating and tissue-associated myeloid populations, we co-clustered myeloid cells from circulation with those from the tumors, following batch correction. We found that the intra-tumoral Mac_SPP1_ cluster with the circulating CD14_CTX_ (Figure S4E). An alternative approach using partition-based graph abstraction (Wolf et al., 2019) also found close connectivity between CD14_CTX_ and SPP1^+^ TAM clusters (Figure S4E). We also found evidence of *SPP1*^+^*HAVCR2*^+^*CD68*^+^ myeloid cells within biliary tumor tissue from on-treatment biopsies by combined *in situ* hybridization and immunofluorescence, further suggesting the existence of a TAM population in BTC analogous to CD14_CTX_ (Figure S4F).

To test whether CD14_CTX_ gene signature may be prognostically relevant, we applied the CD14_CTX_ gene signature to the TCGA cholangiocarcinoma dataset (median overall survival = 40.13 months, n = 36) (Farshidfar et al., 2017). High expression of the CD14_CTX_ gene signature was indeed associated with a significantly worse overall survival (median survival = 21.1 months versus not reached, p value = 0.02) (Figure 4E). We then turned to two other prototypical CPI-insensitive cancers: colorectal (O’Neil et al., 2017) and prostate cancer (Antonarakis et al., 2020). We found the CD14_CTX_ gene signature was correlated with worse prognosis in both of these diseases as well. In colon cancer, a high CD14_CTX_ expression score (Table S6) correlated with overall survival of 54.6 months versus not reached for patients with a lower score (p = 1.7 × 10^−4^, n = 251, Figure 4F). In prostate cancer, a higher CD14_CTX_ gene signature expression score correlated with lower disease-free survival (DFS) (73.4 months versus not reached, p = 3.7 × 10^−8^, n = 482) (Figure 4G) (Cancer Genome Atlas, 2012; Cancer Genome Atlas Research, 2015). We next investigated whether the CD14_CTX_ gene signature correlated with outcomes in immunotherapy-treated patients. First, in baseline tumor biopsies from advanced renal cell carcinoma patients (n = 886; NCT02684006) (Choueiri et al., 2020; Motzer et al., 2020), the CD14_CTX_ gene signature correlated with worse progression-free survival in patients treated with avelumab (anti-PD-L1)-based treatment compared with patients whose tumors had a lower CD14_CTX_ gene signature (10.3 versus 12.5 months) (Figure 4H). Secondly, in metastatic melanoma, the CD14_CTX_ gene signature in baseline biopsies was also correlated with worse progression-free survival (3 versus 8.6 months) with pembrolizumab (anti-PD-1) treatment: (n = 112) (Jerby-Arnon et al., 2018) (Figure 4I).

### CD14_CTX_ frequency correlates with SOCS3^+^CD4^+^ T cell frequency

Next, we defined T cell sub-populations present in healthy donors and BTC patients by re-clustering on the CD4^+^ and CD8^+^ T cells (Figure 5A). Using both transcript and protein markers, we identified nine unique clusters of T cells: 6 CD4^+^ T cell clusters including naive and effector memory (CD4_naive_, CD4_EM_), *FOXP3*^*+*^ regulatory (CD4_Treg_), and cells characterized by high expression of either *TCF7*, *SOCS3*, or ISG (CD4_TCF7_, CD4_SOCS3_, CD4_ISG_), and three clusters of CD8^+^ T cells including naive (CD8_naive_) and effectors expressing either predominantly *GZMB/GZMH* or *GZMK* (CD8_GrB_, CD8_GrK_) (Figures S5A–S5C). We hypothesized that myeloid-T cell interactions could be involved in CPI insensitivity and examined for frequency association between myeloid cell and T cell sub-populations (Figure 5B). Strikingly, we found that in BTC patients, the frequency of CD14_CTX_ were positively correlated with the frequency of CD4_SOCS3_ (R = 0.49, p value = 0.011) and negatively correlated with CD4_TCF7_ frequency (R = −0.52, p value = 6.55 × 10^−3^) (Figure 5C), whereas the frequency of CD14_APC_ was positively correlated with the frequency of CD4_TCF7_ (R = 0.75, p value = 8.72 × 10^−6^) and not correlated with the frequency of CD4_SOCS3_ (R = −0.32, p value = 0.11) (Figure S5D). The positive correlation of CD4_TCF7_ with CD14_APC_ and negative correlation with CD14_CTX_ in BTC patients is intriguing because *TCF7* expression within CD4^+^ T cells is associated with the capability to self-renew (Nish et al., 2017).

### CD14_CTX_ are capable of inducing dysfunction in CD4^+^ T cells

Given the immunosuppressive gene signature of CD14_CTX_ and their correlation in frequency with CD4^+^ T cells expressing *SOCS3*, a negative regulator of cytokine signaling that has been associated with T cell dysfunction (Croker et al., 2003; Jiang et al., 2017), we investigated the capacity of CD14_CTX_ monocytes to alter the proliferation and function of CD4^+^ T cells. Using the markers we identified from CITE-seq analysis and validated by flow cytometry (Tim3, CD29, CD14), we used FACS (fluorescence-activated cell sorting) to isolate CD14_CTX_ from BTC patients’ PBMCs and co-cultured them with healthy donor CD4^+^ T cells (Figures 5D, S6A, and S6B). Compared with autologous or allogeneic healthy donor CD14^+^ monocytes, CD14_CTX_ cells isolated from BTC patients’ circulation could suppress the proliferation of CD4^+^ T cells (Figure 5E). CD29^+^Tim3^+^ CD14_CTX_ cells could also suppress proliferation of CD8^+^ T cells (Figure 5E). Further, we found that CD14_CTX_ could induce SOCS3 expression in sorted resting CD4^+^ T cells compared with healthy donor monocytes (both from the same [autologous] or a different [allogeneic] healthy donor) and to CD29^–^Tim3^−^CD14^+^ cells from BTC patients (non-CD14_CTX_ monocytes) consistent with the association between the frequency of CD14_CTX_ with CD4_SOCS3_ (Figure 5F). To examine whether these effects could be due to a soluble factor, we cultured resting CD4^+^ T cells from healthy donors with plasma from either healthy plasma donors or from BTC patients. We found that plasma from BTC patients could induce SOCS3 in CD4^+^ T cells (Figure 5G). As SOCS3 expression is associated with ‘‘immune paralysis’’ in CD4^+^ T cells in the setting of cytokine exposure (Sckisel et al., 2015), we assessed the functional capacity of SOCS3^+^CD4^+^ T induced by BTC-derived CD14_CTX_ monocytes. While SOCS3^−^CD4^+^ T cells from BTC patients retained the ability to produce IFNγ, TNFα, and IL2, SOCS3^+^CD4^+^ T cells failed to produce these cytokines in response to stimulation (Figure 5H). We demonstrated that CD4^+^ T cells co-cultured with CD29^+^Tim3^+^CD14^+^ cells secreted less TNFα and IL-2 compared with CD29^–^Tim3^−^CD14^+^ or healthy donor monocytes and IFNγ compared with CD29^–^Tim3^−^CD14^+^ monocytes (Figure 5I). Lastly, we examined whether CD14_CTX_ and CD4_SOCS3_ interact within the tumor microenvironment since we could also identify a population of *SOCS3*^+^CD4^+^ T cells in biliary tumors by scRNAseq (Figures S7A and S7B). 

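In the tumor libraries, T cell-like cells were re-clustered without SOCS3 among the genes used, and the CD4 T cell-like and Treg-like clusters with at least 20 cells in a tumor were summed. This gave 5 sums from tumors 2 and 3. Tumor 4 held 91 T cell-like and 0 NK cell-like cells in the main setting. With its barcodes called at 1000 UMIs it held 1993 and 1359, so its absence here depends on how its cells were called. Among the 5 sums, SOCS3 (ENSG00000184557), on chromosome 17 of GRCh38 from 78356778 to 78360077, was highest in T cluster 3, a CD4 T cell-like cluster of 260 cells. There its level, normalized by TMM, was 137.1 CPM in tumor 2, from 42 UMIs in 97 cells, and 84.9 in tumor 3, from 30 UMIs in 154 cells. T cluster 1, also CD4 T cell-like, had 121.9 CPM in tumor 2, from 115 UMIs in 267 cells. Treg-like cells had 62.0 in tumor 2 and 11.6 in tumor 3, from 15 UMIs and 1 UMI. The log2 fold change of T cluster 3 against the mean of the others was 0.87 (standard error 0.53, adjusted p = 0.734 from edgeR's quasi-likelihood test), which is not past the threshold. Because the cluster was picked by its SOCS3 level, it was also picked in each tumor and then ranked in the other, and it ranked first of 3 in tumor 2 and first of 2 in tumor 3. In tumor 3 the only other sum was that of 23 Treg-like cells with 1 SOCS3 UMI, and T cluster 1 gave no sum there. With so few clusters, first place can easily arise by chance. The sum of T cluster 3 in tumor 3 had 53.8 CPM of CD4, 277.4 of CD8A and 322.7 of CD8B. In tumor 2 it had 182.8, 68.6 and 26.1, and 326.5 of the macrophage gene APOC1. The difference was moved most by leaving out tumor 2, which gave 2.58 with no test.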

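With each cell thinned to 1000 UMIs, the expected share with a SOCS3 UMI was 9.34% of T cluster 1 in tumor 2 (Wilson 95% interval 6.34 to 13.6, 253 cells), 10.6% of T cluster 3 in tumor 2 (5.63 to 19.1, 82 cells) and 7.14% in tumor 3 (3.88 to 12.8, 135 cells). Unthinned, these were 30.7%, 34.0% and 15.6%. The shares of T clusters 1 and 3 in tumor 2 differed by less than the counting error. Thinning left out 14, 15 and 19 shallower cells of these groups. NK cell-like cells had a share of 4.27% in tumor 2 (2.49 to 7.24, median 1700 UMIs) and 2.53% in tumor 3 (1.57 to 4.07, median 2678 UMIs). Both are below the CD4 T cell-like shares of the same tumor, with intervals that overlap. The odds ratio of a SOCS3 UMI in all CD4 T cell-like against all NK cell-like cells was 2.39 (95% interval 1.22 to 4.69) in tumor 2 and 2.92 (1.31 to 6.52) in tumor 3. The medians of the CD4 T cell-like groups were 3666, 2886 and 2251 UMIs. CD8 T cell-like clusters ranged from 2.93% to 10.5% in tumor 2 and from 3.90% to 8.10% in tumor 3. The highest in both tumors was T cluster 6, whose shares of 10.5% (3.58 to 26.9) and 8.10% (4.46 to 14.3) lie near those of the CD4 T cell-like clusters. The heat shock genes HSPA1A and HSPA1B were among the leading genes of T clusters 3 and 6, and no CD4 T cell marker led T cluster 3. They also led T cluster 0, at 2.93% in tumor 2 and 4.87% in tumor 3, and unnamed T cluster 7, at 5.95% in tumor 3. Whether SOCS3 in T cells reflects a response to tissue handling was not tested. The highest share of any T cluster in tumor 2 was that of T cluster 2, at 14.5% (10.6 to 19.5). It was left unnamed as mixed, since the myeloid genes CST3, LYZ and TYROBP led it. T clusters 9 and 11, also without a name, had 12.1% and 11.3%, and T clusters 5 and 10 had 9.62% and 9.77%. All these intervals overlap that of T cluster 3. Myeloid-like clusters had a share of 25.7% in tumor 2 (23.2 to 28.3) and 11.8% in tumor 3 (10.1 to 13.6). Over all tumors their share was 15.2% (14.2 to 16.3). The paper states that a SOCS3-positive CD4 T cell population was present in biliary tumors, and takes this as the reason to look at its location beside CD14_CTX_.

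**Figure D3:**
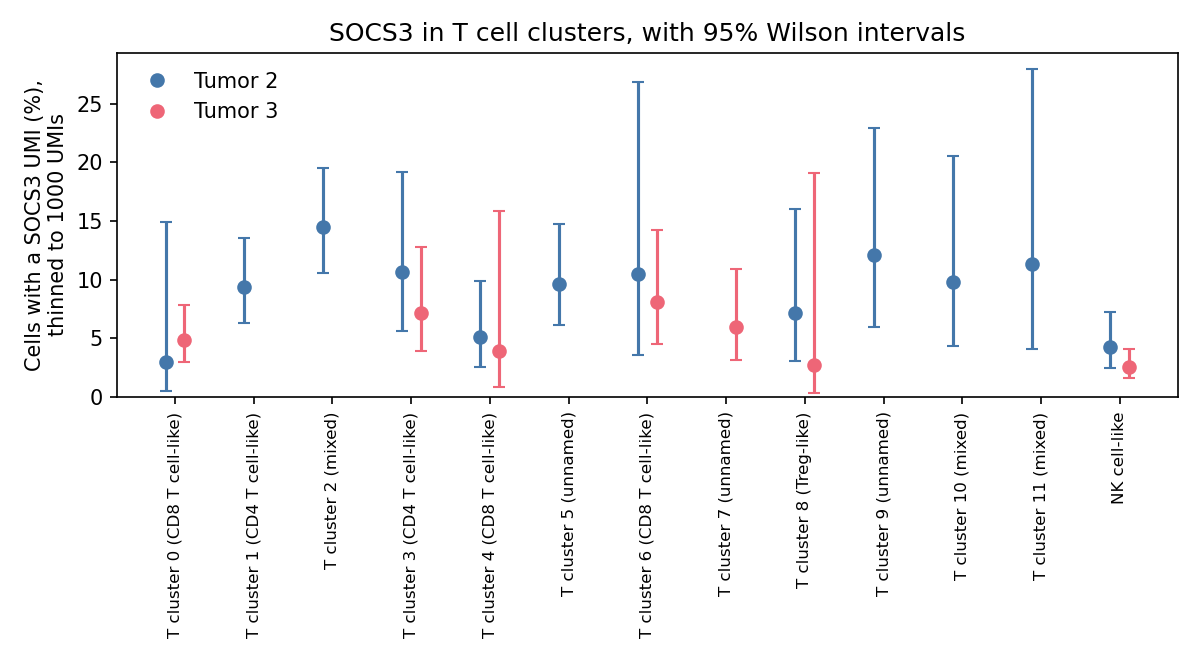
Share of cells with a SOCS3 UMI, in percent, in each T cell cluster and in NK cell-like cells of tumors 2 and 3, for groups with at least 20 cells after each cell was thinned to 1000 UMIs. Points are expected shares and bars Wilson 95% intervals for counting error. The 2 CD4 T cell-like clusters lie between 7.14% and 10.6%, with intervals that overlap those of most other T cell clusters.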

Using *in situ* hybridization, we corroborated these results finding not only the presence of CD3^+^CD4^+^SOCS3^+^ T cells in the human BTC tissue sections, but also their co-localization with *HAVCR2*^+^*SPP1*^+^*CD68*^+^ cells in the tumor microenvironment, demonstrating that *HAVCR2*^+^*SPP1*^+^*CD68*^+^ macrophages are located closer to CD3^+^CD4^+^*SOCS3*^+^ T cells than non-*SPP1/HAVCR2*^*+*^ *CD68*^+^ macrophages (p = 0.04) (Figures 5J and S7C–S7F).

### DISCUSSION

Circulating and tissue-resident myeloid cells are known to be heterogeneous in cancer patients, having immune-modulating functions ranging from being tumor promoting to tumor suppressing (DeNardo et al., 2010; Gabrilovich et al., 2012; Hegde et al., 2021). An understanding of immunosuppressive capacity of monocytes, MDSC, M2 macrophages, and TAMs is emerging, along with the heterogeneity of myeloid phenotypes within different tumor types (Cheng et al., 2021; Gallina et al., 2006; Mantovani et al., 2017; Ostrand-Rosenberg and Fenselau, 2018; Trovato et al., 2019). By using multiplexed single-cell transcript and protein profiling of PBMCs, we identified circulating monocytes as a hallmark of cancer and of insensitivity to immunotherapy. While these monocytes share some features of MDSC and M2 macrophages, they do not conform to these classifiers and lack expression of MDSC/M2-associated genes such as *ARG1*, *VEGFA*, and *IDO1*. The monocyte subpopulation associated with anti-PD-1 insensitivity (CD14_CTX_) has increased expression of chemokines and molecules involved in extracellular matrix digestion, which could facilitate migration into the tumor microenvironment and could represent a precursor of TAMs. This result was further supported by overall highly correlated gene signatures, with downregulation of genes related to extravasation, in TAMs from primary cholangiocarcinoma tumors. Incongruous findings have been observed regarding the association of TAMs with biliary cancer patient prognosis, highlighting the challenge in applying one label to a heterogenous group of cells that can have anti- or pro-oncogenic phenotypes (Loeuillard et al., 2019). Our observation that alteration in monocytes was associated with clinical response to anti-PD-1 aligns with findings in melanoma patients, although we observed clinical associations with circulating monocyte populations emerging on treatment rather than being present at baseline (Krieg et al., 2018). While we observed that dendritic cells increased in frequency in non-responders following anti-PD-1, this may be secondary to the altered frequency of monocyte sub-populations.

Using our single-cell multi-omic data, we developed cell surface markers and gene signatures of CD14_CTX_ that can be used to assess these cells by more conventional means and could be further explored as a circulating biomarker or a target for future therapies. First, our CITE-seq data nominates Tim3 and CD29 as more specific combinatorial markers to identify these circulating myeloid cells within BTC patients. Furthermore, CD14_CTX_ express certain molecules associated with immunosuppression such as *CXCL8*, *TGFB1*, and *IL6*, which could be targeted by anti-cancer therapy independently. The CD14_CTX_ gene signature correlated with poor prognosis in other CPI-insensitive cancers such as prostate and colorectal cancer and in patients treated with CPI. In addition, CD14_CTX_ aligned with *SPP1* (osteopontin)-expressing TAMs, a broadly expressed, pleiotropic molecule, involved in chemotaxis, anti-apoptosis, and maladaptive wound-healing response, with both pro- and anti-inflammatory roles (Denhardtet al., 2001; Muliaditan et al., 2018). SPP1 expression correlates with poor prognosis in many cancer types, including biliary cancer, and SPP1^+^ TAMs have been identified in other CPI-insensitive diseases including colorectal cancer (Muliaditan et al., 2018; Sulpice et al., 2013; Zhang et al., 2020a; Zheng et al., 2018). Finally, we demonstrated that CD14_CTX_ could induce SOCS3 expression in CD4^+^ T cells, a known negative regulator of cytokine signaling and mediator of T cell ‘‘immune paralysis’’ (Croker et al., 2003; Jiang et al., 2017; Sckisel et al., 2015). T cell unresponsiveness induced in T cells by cancer-associated myeloid cells is an emerging mechanism of immunosuppression distinct from those mediated by other immune checkpoint pathways (Emmons et al., 2021). Here, in the context of biliary cancer, we demonstrated that circulating SOCS3^+^CD4^+^ T cells also exhibited immune paralysis following stimulation *in vitro*. Targeting these immunosuppressive myeloid populations driving T cell paralysis, in combination with CPI, presents a future avenue for overcoming CPI insensitivity and improving outcomes in patients with BTC.

### Limitations of the study

While our study provides important insights into the circulating myeloid cells of BTC patients and mechanisms of CPI response and resistance in BTC, the single-cell dataset is derived from a small cohort. Therefore, we sought to validate our observations with independent cohorts of cholangiocarcinoma tumors through assessing additional patients as well as examining a cohort from the TCGA dataset. The overall low response rate to CPI in BTC likely reflects multiple mechanisms of resistance, which could be further elucidated by examining additional patient cohorts. While we found that induction of CD14_CTX_ corresponds with resistance to CPI, the mechanisms controlling the induction of responder versus non-responder myeloid sub-populations remain to be determined. Lastly, we demonstrated that the plasma from patients with BTC can induce SOCS3 in CD4^+^ T cells and that myeloid cells from BTC patients can suppress T cell proliferation and cytokine production, but the factor(s) inhibiting T cells also remain to be identified.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Lawrence Fong, .

#### Materials availability

This study did not generate new unique reagents or biological materials.

#### Data and code availability

- Single-cell RNA-seq, CITEseq, and bulk RNA-seq data have been deposited at GEO: GSE210067 and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
- All original code has been deposited in github and is publicly available as of the date of publication. Access information is listed in the key resources table. The software used in this study is described in the following sections and the key resources table in detail.
- Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND SUBJECT DETAILS

Peripheral blood mononuclear cells were obtained from patients pre- and on-treatment (per UCSF institutional review board (IRB) #15–18420) from the clinical trial of staggered or simultaneous GM-CSF and anti-PD-1 (pembrolizumab) (n = 9 total, 4 women and 5 men, age range 53–73 years). Patients, per eligibility criteria, had advanced biliary tract cancer previously treated with chemotherapy, and no active uncontrolled infections. BTC patients started treatment with anti-PD-1 (administered intravenously starting on cycle 1 day 1 (C1D1) and repeating every 3 weeks) and subsequently received GM-CSF (administered subcutaneously in cycles 2 and 3 for 14 days each) (Kelley RK et al., 2018). We profiled blood samples from BTC patients from baseline, 1 week following anti-PD-1, and 3 weeks following anti-PD-1 immediately prior to cycle 2; this report does not examine effects of GM-CSF, as patients received GM-CSF after the collection of these sample timepoints. For the purposes of this study, responders (n = 4) were characterized as patients that had an objective partial response or stable disease by imaging, resulting in progression-free survival for 6 months or longer. Non-responders (n = 5) were patients that did not have objective tumor responses and/or who had progression-free survival less than 6 months. Tumor samples were collected from patients biopsied as part of the Phase II clinical trial and from patients undergoing standard-of-care resections and consented under the UCSF Hepatobiliary Tissue Bank and Registry (IRB #12–09576) (n = 4 total, 3 men and 1 woman, age range 37–60 years) Healthy donor PBMCs were collected from age and gender-matched healthy donors as part of the Cancer Immunotherapy Biobanking protocol and the Immune Cell Census (IRB #15–16385 and #19–27147, respectively; n = 8 total, 4 women and 4 men, age range 46–77 years); healthy donor samples reflect one timepoint, with multiple independent replicates sequenced. Informed consent was obtained from all patients for participation in the listed trials and for use of blood and tumor samples in research studies. Patients’ and healthy donors’ age, sex, gender, race, ethnicity, and additional tumor-related characteristics are provided in Tables S1 and S7.

### METHOD DETAILS

#### Processing of samples, scRNAseq, and CITE-seq

Blood samples were processed using ficoll (Cytiva); after centrifugation, the peripheral blood mononuclear cell (PBMC) layer was isolated and cryopreserved in cell media with human serum and DMSO. Previously frozen PBMCs from healthy donor and BTC patients were thawed using media containing RPMI, heat-inactivated sterile filtered human serum, penicillin-streptomycin, non-essential amino acids, sodium pyruvate, and L-glutamine (CHM media). Samples were then incubated for DNAse I (15 units/mL, Roche) before washing and counting. 1 × 10^6^ cells from 16 unique samples were combined and stained with one pooled cocktail containing 99 AbSeq antibody-oligonucleotide conjugates (Table S2, BD Biosciences) per standard protocols (Olvera et al., 2018), following preincubation with TruStain FcX (Fc Receptor Blocking Solution, Biolegend). Samples from different individuals and timepoints were randomly mixed across experiments to minimize batch and confounding effects (Figures S1A and S1B). Droplet-based single cell RNA sequencing (scRNAseq) was performed using the 10× Genomics Chromium Single Cell 3ʹ Reagent Kits v3, according to manufacturer instructions. For tumor tissues, samples were digested in RPMI containing Collagenase I & II (0.1 mg/mL, Thermo Fisher Scientific) and DNAse I, minced, and digested for one hour using the GentleMACS system (Miltenyi Biotec). Isolation of live cells was performed using MACS LS columns (Miltenyi Biotec). scRNAseq of tumor samples was completed on fresh material with 10× 5′ version 1 kits. All sequencing was performed on an Illumina NovaSeq S4 sequencer with paired end 200 base pair read length and 25,000 reads per droplet.

#### RNA extraction and bulk RNA sequencing

RNA extraction and bulk RNA sequencing were performed to obtain single nucleotide polymorphism information for sample deconvolution. The RNeasy Mini Kit (Qiagen) was used to extract RNA from minimum 2.5 × 10^5^ cells per PBMC sample. cDNA was prepared using methods previously described, with the Smart-seq2 protocol (Picelli et al., 2014), and libraries were prepared using Nextera XT DNA Sample Preparation Kit. Bulk RNA from each sample was sequenced at a depth of at least 2 × 10^7^ reads per cell on the Illumina Novaseq S4 and aligned to human genome build 38 with STAR (Dobin et al., 2013). Pre-processing of aligned sequencing data and identification of single nucleotide polymorphisms was performed using the Genome Analysis Toolkit (McKenna et al., 2010) as previously described (Bunis et al., 2021). We used demuxlet (Kang et al., 2018) (https://github.com/statgen/demuxlet) for sample deconvolution of multiplexed PBMC samples, removing any samples that lacked high confidence in sample identification.

#### Pre-processing of scRNAseq data

CellRanger version 3.1.0 (10× Genomics, Genome Build: GRCh38 3.0.0) was used to align the raw sequencing data. The ADT library sequences were aligned to a customized reference genome provided by BD containing the oligonucleotide sequences corresponding to each antibody. We used the SCANPY (Wolf et al., 2018) data analysis pipeline for pre-processing and analysis of scRNAseq data, with the following software versions: scanpy 1.4.6, anndata 0.7.1, umap 0.4.1, numpy 1.18.1, scipy 1.4.1, pandas 1.0.3, scikitlearn 0.21.2, statsmodels 0.10.1, python-igraph 0.8.0, and louvain 0.6.1. We applied the following cutoffs for filtering high quality cells: <20% mitochondrial genes, >100 and <2500 genes expressed per cell, and excluded platelets, red blood cells, and doublets. We filtered out ribosomal genes and genes detected in less than three cells. Following sequencing alignment, pre-processing, quality control, and doublet removal, we recovered over 230,000 cells from all samples combined, corresponding to greater than 5,000 cells per sample. We log_2_ plus one transformed, normalized the data to 10,000 counts per cell, regressed out gender, percent mitochondrial genes, and number of gene counts, and scaled genes to unit variance. We performed batch correction using ComBat (Johnson et al., 2007) and highly variable genes present in greater than 4 of 11 independent experiments, using the SCANPY function for highly variable genes, and ran principle component analysis with SCANPY. We then performed k-nearest neighbor graph construction and clustering on gene expression data; for analysis of all immune cells, we clustered cells with a resolution of 1.0. We re-clustered on myeloid or T cells individually, removing any contaminating cells (non-myeloid or non-T cell), for myeloid, we used a resolution of 0.3; for T cells, we used resolution 0.6. For protein data, we processed the data by log_2_ plus one transformation, regressing out batch, and scaled as for RNA. 

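In the tumor libraries, the limits of more than 100 and fewer than 2500 genes and under 20% mitochondrial counts removed cells in different numbers per tumor. Too few genes were found in 75, 420, 351 and 0 called barcodes of tumors 1 to 4, too many in 381, 1881, 359 and 1656, and too high a mitochondrial share in 1430, 711, 163 and 13. These numbers overlap, since a barcode can break more than 1 limit, and 7396, 4376, 3469 and 2232 passed all of them. The cells with the highest Scrublet doublet scores were removed at 0.8% per 1000 cells, which took out 546, 243, 119 and 70 cells. Scrublet's automatic threshold, kept as an alternative, marked 0.0811%, 0.114%, 0.721% and 0.179% of the cells of tumors 1 to 4. Clustering of the 16495 remaining cells gave 28 clusters. By their marker genes, 7 were myeloid-like, 5 lymphocyte-like and 6 epithelial, which the paper calls malignant, while 6 clusters with 2128 cells stayed unnamed.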

For the fresh tumor tissue dataset, we applied the same pre-processing pipeline and used previously established gene lists used for the annotation of cells in cholangiocarcinoma including immune and non-immune cells (Zhang et al., 2020b) and identified four myeloid clusters, three lymphocyte clusters, and three malignant cell clusters. We independently re-clustered on the intra-tumoral myeloid cells and T cells using a resolution of 0.3 and 1, respectively.

#### scRNAseq analysis

We used the SCANPY embedded function to determine top differentially expressed genes for all immune cells, T cells and myeloid sub-types; for further analysis, we used MAST (see Statistical Analysis). Cell types were annotated using commonly expressed protein (Figure S1C and Table S2) and transcript markers (Figure S1D). CITE-seq generally produced strong correlation (R = 0.40 to 0.71, p = 1.25 × 10^−7^ to 9.31 × 10^−3^, inclusive of all values except for CD4) between protein and RNA expression for canonical immune cell type markers across individual samples, except in genes that have low levels of transcript abundance such as *CD4* (Figures S1E–S1G). We used COMET (Delaney et al., 2019) to identify combinatorial gene expression by analyzing a subset of 1000 equally sampled cells from the CD14_CTX_, CD14_APC,_ and CD14_IFL_ populations and running three iterations with different random samples. We then used this list to identify highly ranked gene pairs that were cell surface proteins contained in the CITE-seq panel. Trajectory analysis was performed using Monocle v2.10.1 (Qiu et al., 2017; Trapnell et al., 2014), using a sub-sample of maximum 10,000 total cells with equal cell number sampled from each cell type. For gene signature comparisons between circulating immune cells and intra-tumoral immune cells, we created a matrix of pseudobulk expression for each cell type and then performed correlation analysis on pseudobulk gene expression profiles. For cross-data set comparison and clustering of intra-tumoral and circulating myeloid cells, we used Harmony to process data (Korsunsky et al., 2019) and partition-based graph abstraction (PAGA) (https://github.com/theislab/paga) to demonstrate the connectivity of clusters (Wolf et al., 2019). For gene ontology analysis, we used an immune-specific pathway database (Li et al., 2014), and used an adjusted p value cutoff of <0.05 and a log fold-change of 0.5 (as determined by MAST, as described under Statistical Analysis) for the genes from each monocyte sub-population. For over-representation analysis, we used the enricher function from clusterprofiler (http://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html) (Yu et al., 2012) and cnetplot function from DOSE (https://bioconductor.org/packages/release/bioc/html/DOSE.html) (Yu et al., 2015).

#### Flow cytometry and *in vitro* experiments

PBMC samples were thawed as described for scRNAseq, incubated with TruStain FcX (Biolegend), and stained with LIVE/DEAD Fixable Near-IR Dead Cell Stain (Invitrogen), followed by surface antibody staining. For CD68, SOCS3, and cytokine staining, we performed intracellular staining using the Intracellular Fixation & Permeabilization kit (eBioscience). Data was acquired using the LSRFortessa cytometer (BD Biosciences). We performed FACS with the gating schema described in the Results section and Figures S6A and S6B to obtain the sorted populations from healthy donor and patient PBMCs, using a FACSAria Fusion (BD Biosciences). In T cell/myeloid cell co-cultures, cells were plated at 1:1 ratio for effector T cells:myeloid population, with 2 × 10^5^ T total cells per well, in CHM media and 10 units IL-2. Cells were harvested on day 6 for analysis with flow cytometry. Intracellular SOCS3 staining was performed using an unconjugated primary (Cell Signaling) and a fluorescently conjugated secondary antibody (Jackson ImmunoResearch). For T cell stimulation experiments, we used anti-CD3/CD28 beads (ThermoFisher Scientific) in culture for 3 days before harvest; protein transport inhibitor cocktail (eBioscience) was added to co-cultures for 4 h before harvest and intracellular cytokine staining. Complete information for antibodies used is available in Key Resources Table. For suppression assays, sorted T cells were stained with CFSE (CellTrace, Invitrogen) per manufacturer instructions prior to co-culture with monocytes.

#### Tissue staining and image analysis

RNAscope (Advanced Cell Diagnostics, ACD) *in situ* hybridization and immunofluorescence were performed on 4μm FFPE sections obtained from control tonsil and from biopsies collected from BTC patients treated on the clinical trial. Tissues were pre-treated with target retrieval reagents and protease to improve target recovery based on guidelines provided in the RNAscope Multiplex Fluorescent Reagents Kit v2 Assay protocol. mRNA expression was demonstrated using probes for *CD68*, *SOCS3*, *SPP1*, and *HAVCR2* (ACD). Probes were hybridized with Opal 7-Color Manual IHC Kit (PerkinElmer) to produce discrete points of light. Samples were then stained for CD4 (Thermo Fisher Scientific) and CD3 (Abcam) and with the AF488 and AF555-conjugated secondary antibodies given in Key Resources Table. Tissues were counterstained with DAPI. Slides were imaged using TCS SP8 X white light laser inverted confocal microscope (Leica Microsystems, Inc). The ARK Python library (Greenwald et al., 2022) was used to perform cell segmentation based on the DAPI (nuclear) stain, extract single-cell marker counts, and generate a CSV file of cell size-normalized and arcsinh-transformed single-cell marker counts. A re-scale factor of 0.5 was applied to format 40× image data for use with a segmentation model trained on 20× data. Microsoft Excel was used to produce histograms and biaxial scatterplots that were then used to gate image-specific CSV files of cell populations of interest. These cell population CSVs were imported into CytoMAP (Stoltzfus et al., 2020), which we used to plot cell centroids colored by cell type. CytoMAP’s Calculate Distance tool was used to calculate average distances between cells. Median distances were calculated for each image and compared with a one-sided paired t-test.

### QUANTIFICATION AND STATISTICAL ANALYSIS

#### Statistical analysis

For differential expression analysis, we used the embedded SCANPY function to identify differentially expressed genes in each cluster compared to the union of the rest of the clusters which uses Benjamini-Hochberg (Hochberg and Benjamini, 1990) to control the false discovery rate. For specific comparisons of differential gene expression between cell types, we used MAST to calculate fold change and significance, based on a model incorporating cellular detection rate (based on number of genes per cell), gender, and patient as covariates (Finak et al., 2015). For frequency proportions, weighted least squares was used to adjust for number of cells sequenced in each individual and Benjamini-Hochberg method was used to adjust p-values for multiple comparisons. To assess the correlations of the frequency of cell types, we used Spearman’s rank correlation coefficient. Flow cytometry data was analyzed with FlowJo (FlowJo Software for Mac Version 10, 2019) for data analysis. A two-sample t-test was used to compare frequency of cell types between patients and healthy donors, and for analyses with multiple groups, one-way ANOVA was performed, using GraphPad Prism version 8.3.0. Additional details such as statistical test used, number of samples, and p-values can be located in figure legends and in Tables S3 and S4, S5, and S6.

#### Survival analysis

Raw gene expression counts were downloaded from cholangiocarcinoma (Farshidfar et al., 2017), prostate cancer (Cancer Genome Atlas Research, 2015), and colon cancer (Cancer Genome Atlas, 2012) datasets using The Cancer Genomics Cloud (Lau et al., 2017); additional clinical metadata was downloaded from cBioportal (Cerami et al., 2012). Overall survival (OS) and disease-free survival (DFS) were defined as from the time of collection of tissues to the date of death or last follow-up and estimated by the Kaplan-Meier method. For the checkpoint inhibitor-treated datasets, we downloaded data from the phase 3 JAVELIN Renal 101 trial (n = 886; NCT02684006; (Choueiri et al., 2020; Motzer et al., 2020)) and from baseline biopsies prior to pembrolizumab (anti-PD-1) treatment in melanoma patients (n = 112; Validation Cohort 2 (Jerby-Arnon et al., 2018)) and for both datasets, used progression-free survival as the clinical endpoint. We started with the top 20 differentially expressed genes in CD14_CTX_, as determined by MAST, and then used only genes found in both datasets. We use a normalized z score for each gene, which is calculated by (raw gene expression – mean expression)/standard deviation of expression; then the composite score was calculated as the linear combination of the coefficients estimated based on the multivariable Cox proportional hazards (CPH) model (which includes all the top 20 genes) multiplied by the corresponding gene expression values (Yasrebi et al., 2009). When fitting the CPH model, panelized regression with LASSO (least absolute shrinkage and selection operator) method was applied to avoid overfitting (Waldron et al., 2011). We compared the OS between patients who had the higher composite score (above the median) versus those with the lower score by log rank test.

### ADDITIONAL RESOURCES

Peripheral blood and tissue samples obtained from BTC patients on a phase II clinical trial with the ClinicalTrials.gov identifier NCT02703714.

## Supplementary Material

1

2

3

4

## Figures and Tables

**Figure 1.**
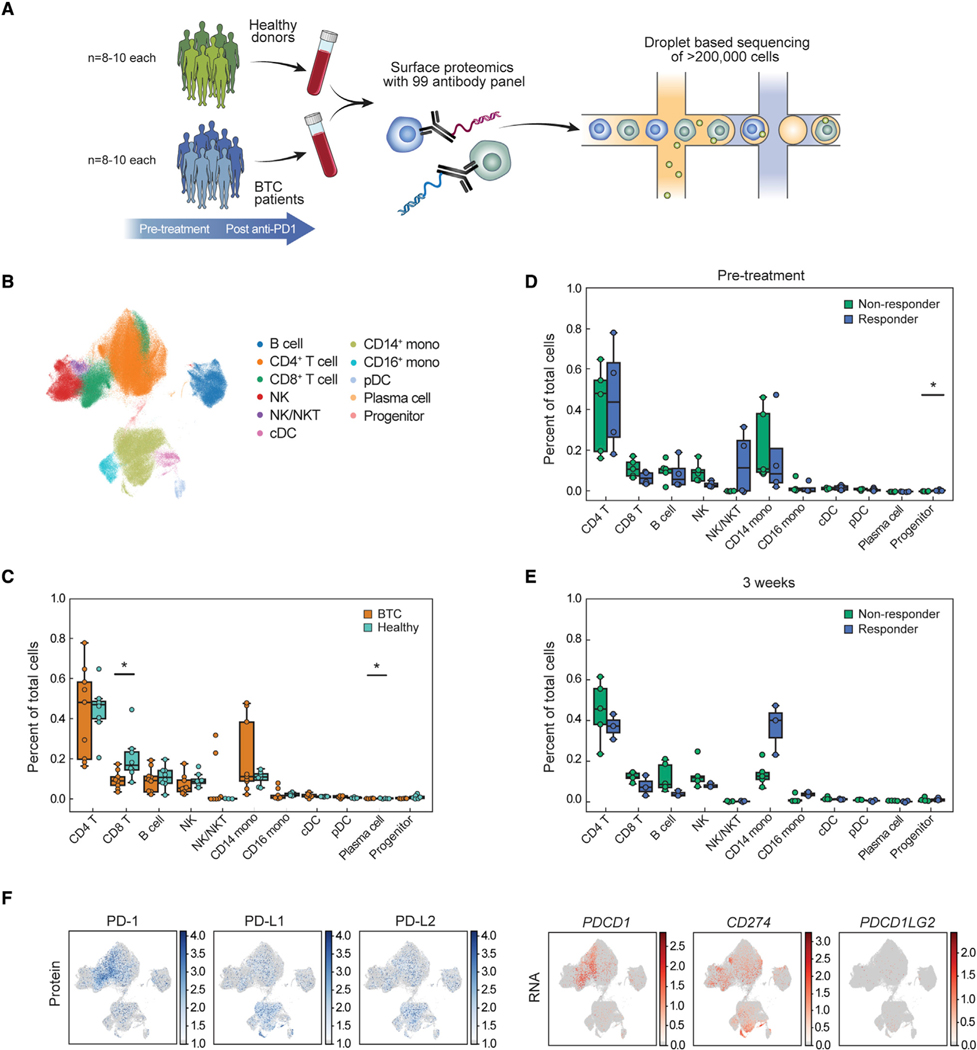
Analysis of circulating immune cells within healthy individuals and BTC patients (A) Schematic of experimental design. (B) Uniform manifold approximation and projection (UMAP) plot of all cells from BTC patient and healthy donor blood samples colored by cell type. NK/NKT cluster contains T cells, NK T cells, and NK cells; cDC = conventional dendritic cells; mono = monocytes; pDC = plasmacytoid dendritic cells. (C–E) Percent of each cell type out of total immune cells in BTC patients (prior to treatment, n = 9) and healthy donors (n = 8) (C) and in responders (n = 4) and non-responders (n = 5) prior to treatment (D), and 3 weeks following anti-PD-1 (E). * denotes significance (adjusted p < 0.05). Boxes denote inter-quartile range (IQR), while bars denote 25% – 1.5 3 IQR and 75% + 1.5xIQR. (F) UMAP of all immune cells colored by protein and RNA expression for PD-1 (*PDCD1*), PD-L1 (*CD274*), and PD-L2 (*PDCD1LG2*).

**Figure 2.**
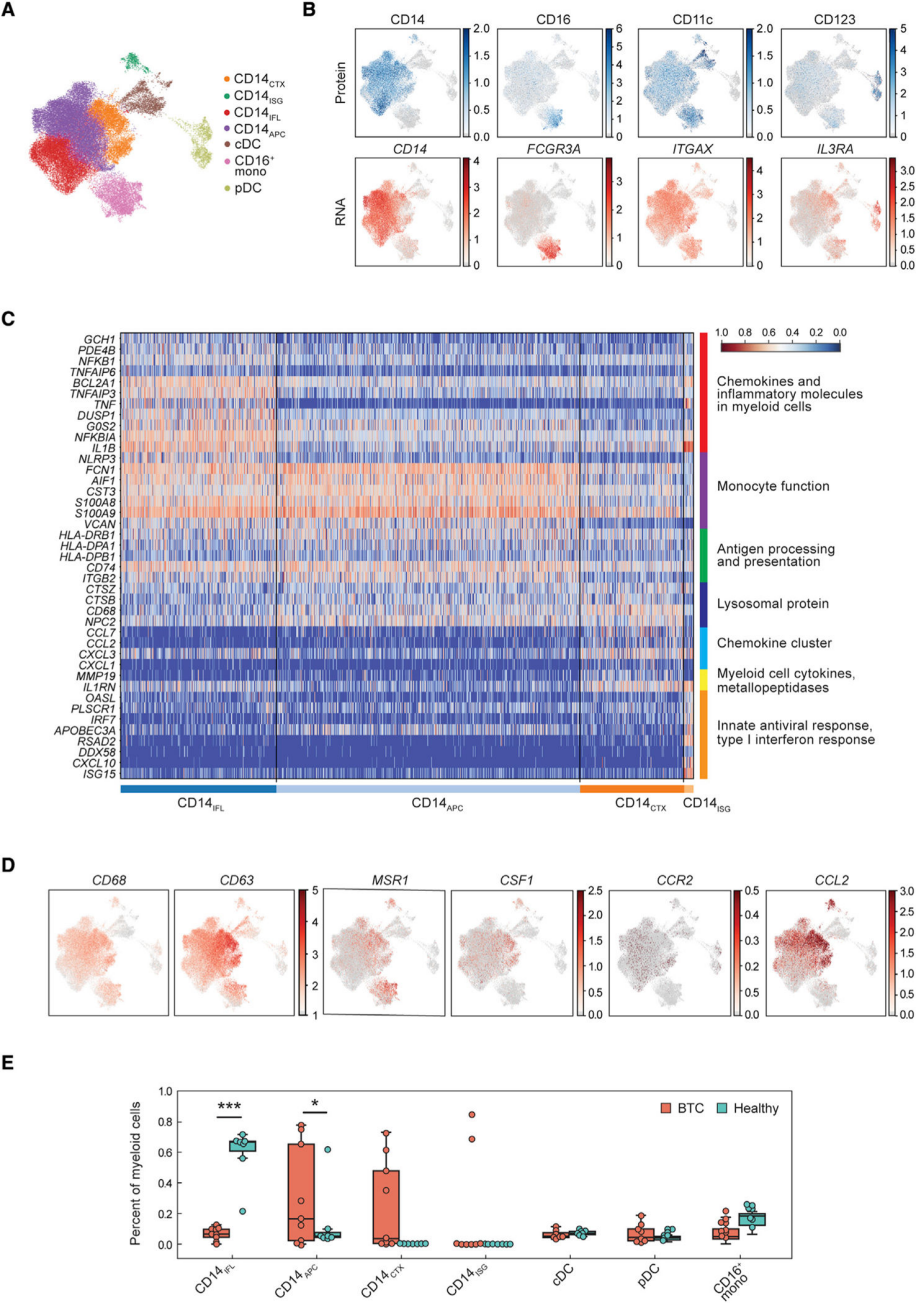
Circulating myeloid populations within BTC patients and healthy responders (A) UMAP colored by myeloid cell subtype. cDC = conventional dendritic cells; mono = monocytes; pDC = plasmacytoid dendritic cells. (B) UMAP of myeloid cells showing expression of each protein or RNA molecule used to annotate myeloid subtypes. (C) Heatmap with expression of genes in the top enriched pathways (right labels) for each monocyte subtype. (D) UMAP of RNA expression of the indicated gene across all myeloid cells. (E) Percent of each cell subtype out of total myeloid cells in BTC patients (prior to treatment, n = 9) and healthy donors (n = 8). * denotes significance (adjusted p < 0.05); *** denotes adjusted p value < 0.001. Boxes denote inter-quartile range (IQR), while bars denote 25% – 1.5xIQR and 75% + 1.5xIQR.

**Figure 3.**
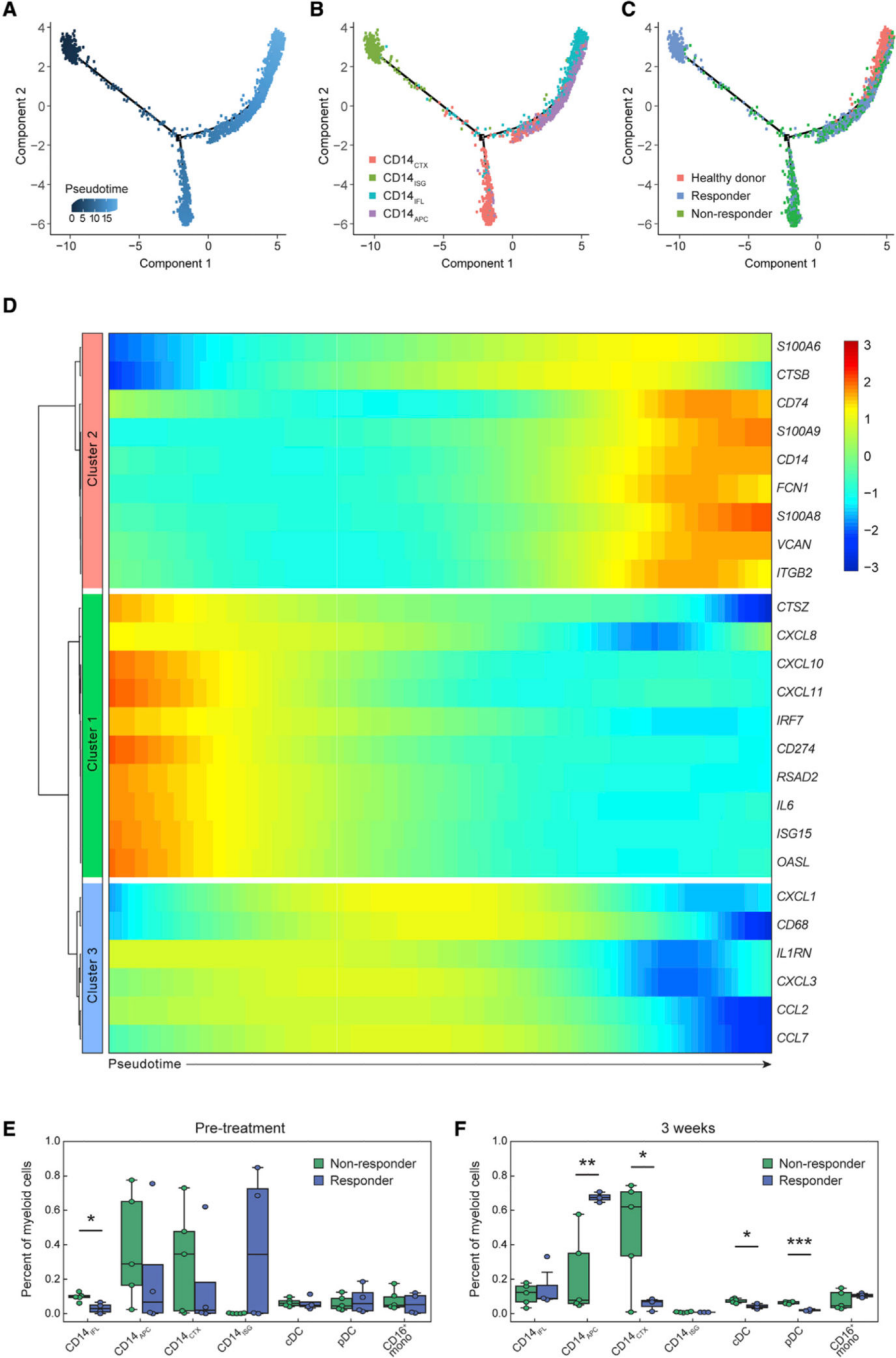
Monocyte subtypes associated with anti-PD-1 response (A–C) Trajectory analysis of monocyte subtypes from BTC patients and healthy donors. Cells are ordered in latent time (A) with monocyte subtype (B) or response status (C) overlaid. (D) Heatmap of differentially expressed genes, arranged by clusters of patterns of gene expression across latent time (direction shown by arrow). (E and F) Percent of each cell subtype out of total myeloid cells in BTC responders (n = 4) and non-responders (n = 5) prior to treatment (E) and 3 weeks following anti-PD-1 (F). * denotes significance (adjusted p < 0.05); ** denotes adjusted p value < 0.005; *** denotes adjusted p value < 0.001. Boxes denote inter-quartile range (IQR) while bars denote 25% – 1.5xIQR and 75% + 1.5xIQR.

**Figure 4.**
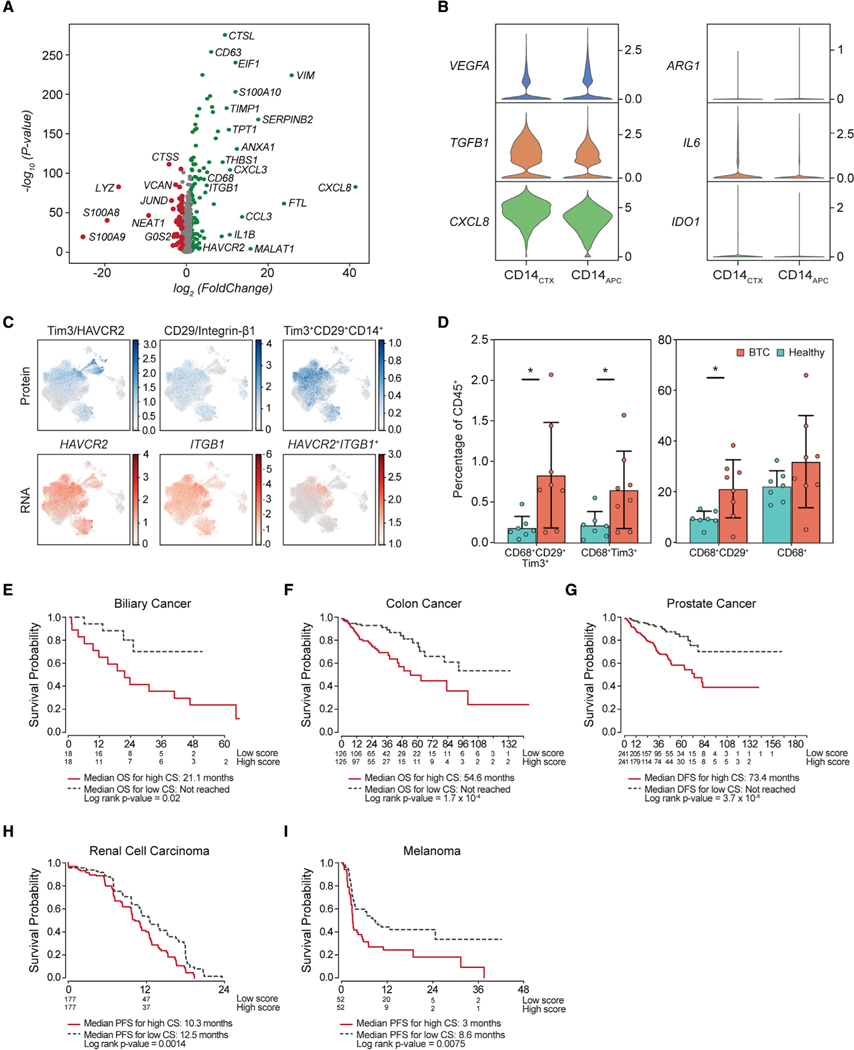
Monocyte gene signatures associated with poor prognosis in CPI-insensitive cancer types (A) Volcano plot of log_2_(fold change) and –log_10_(p value) showing differently expressed genes between CD14_CTX_ and CD14_APC_. (B) Expression of suppressive chemokines and cytokines associated with MDSC and M2 macrophages is shown for CD14_CTX_ and CD14_APC_. (C) Protein (top panel) and RNA (bottom panel) expression overlaid on UMAP of myeloid cells for *HAVCR2* (Tim3) and *ITGB1* (CD29, integrin-α1) and for the combination of both genes/proteins. (D) Bar plots of each myeloid population gated on CD68 and calculated as percentage of total CD45^+^ circulating immune cells as analyzed by flow cytometry of peripheral blood samples from healthy donors (‘‘Healthy,’’ n = 7) or BTC patients (n = 8). * = p < 0.05, error bars denote standard deviation. (E–G) Kaplan-Meier curve of overall survival for cholangiocarcinoma (E) and colon cancer (F), and disease-free survival for prostate cancer (G) cases in the TCGA dataset by high (red line: median expression greater than composite score [CS]) or low (dashed line: median expression lower than CS) expression of the CD14_CTX_ gene signature. (H and I) Kaplan-Meier curve of progression-free survival for renal cell carcinoma (H) and melanoma (I) patients treated with PD-1 blockade inhibition by high (red) or low (black) expression of the CD14_CTX_ gene signature. For (E)–(I), the y axis is in months, and the numbers below the plots denote number of individuals at risk. NR = not reached, CI = confidence interval, OS = overall survival, DFS = disease-free survival, PFS = progression-free survival.

**Figure 5.**
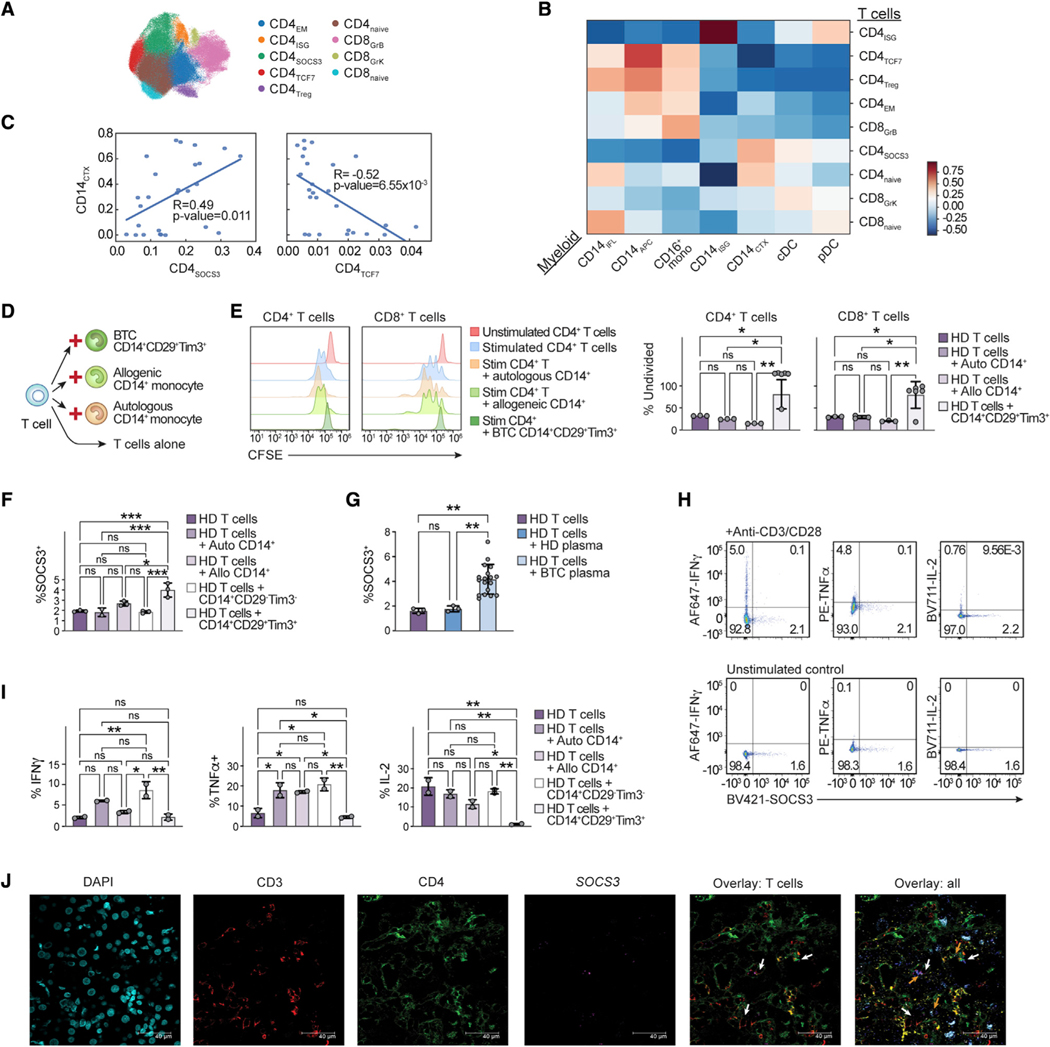
CD14_CTX_ are associated with *SOCS3*^+^CD4^+^ T cells and can induce CD4^+^ T cell suppression (A) UMAP of all T cells in healthy donors and BTC patients colored by cell annotations. (B) Heatmap of Pearson correlation coefficients for cell type frequencies for myeloid and T cell subtypes. (C) The frequency of the specified cell type out of total myeloid or T cells was calculated and then correlated as shown in each plot. Each dot corresponds to an individual patient sample. (D) Schematic of co-culture conditions. The monocyte populations indicated were cultured with healthy T cells for 6 days and re-stimulated with anti-CD3/CD28 beads for 3 days prior to harvest. (E) CFSE staining is shown for representative CD4^+^ and CD8^+^ populations (left panel). Data are summarized in bar plots as the percentage of CD4^+^ and CD8^+^ T cells that remain undivided following re-stimulation in each co-culture condition (right panel, n = 3–6 wells per condition). Stim = stimulated. (F) Flow cytometry assessment for percentage SOCS3^+^ out of healthy donor (HD) CD4^+^ T cells co-cultured with the indicated monocyte population (n = 2–3 wells per condition). (G) Flow cytometry assessment for percentage SOCS3^+^ out of HD CD4^+^ T cells alone (n = 3 replicates) or co-cultured with plasma from HD (n = 3) or BTC patients (n = 18).

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER

Antibodies		

SOCS3	Cell Signaling Technology	Cat# 52113; RRID: AB_2799408
BV510-conjugated CD14	Biolegend	Cat# 367123; RRID: AB_2716228
BV421-conjugated anti-rabbit secondary	Jackson ImmunoResearch Laboratories, Inc.	Cat# 111–675-144; RRID: AB_2651074
BV650-conjugated CDS	Biolegend	Cat# 344729; RRID: AB_2564509
BV785-conjugated CD3	Biolegend	Cat# 300472; RRID: AB_2687178
PE-Cy7-conjugated Tim3	Biolegend	Cat# 345014; RRID: AB_2561720
BUV395-conjugated CD45	BD Biosciences	Cat# 563791; RRID: AB_2744400
AF647-conjugated CD29	Biolegend	Cat# 303018; RRID: AB_2130080
APC-R700-conjugated CD56	BD Biosciences	Cat# 565139; RRID: AB_2744429
PE-conjugated CD4	Biolegend	Cat# 300508; RRID: AB_314076
AF4SS-conjugated CD4	Biolegend	Cat# 317420; RRID: AB_571939
BV711-conjugated IL-2	BD Biosciences	Cat# 563946; RRID: AB_2738501
PE-conjugated TNFα	Biolegend	Cat# 502909; RRID: AB_315261
AF647-conjugated IFNγ	Biolegend	Cat# 502516; RRID: AB_493031
BV421-conjugated mouse IgG1, κ isotype control	Biolegend	Cat# 400158; RRID: AB_11150232
AF647-conjugated mouse IgG1, κ isotype control	Biolegend	Cat# 400155; RRID:AB_2832978
PE-conjugated mouse IgG1, κ isotype control	Biolegend	Cat# 400112; RRID: AB_2847829
BV711-conjugated mouse IgG1, κ isotype control	Biolegend	Cat# 400167; RRID: AB_11218607
CD4	Thermo Fisher Scientific	Cat# MA5–12259; RRID: AB_10989399
AF488 anti-mouse secondary	Abcam	Cat# ab150105; RRID: AB_2732856
CD3	Abcam	Cat# ab16669; RRID: AB_443425
AF555 anti-rabbit secondary	Southern Biotech	Cat# 4050-32; RRID: AB_2795963

Biological samples		

Biliary tract cancer patient blood samples	This study	NCT02703714
Biliary tract cancer tumor samples	This study	This study
Healthy donor blood samples	This study	This study

Chemicals, peptides, and recombinant proteins		

Ficoll	Cytiva	Cat #17144003
Human serum	Sigma Aldrich	Cat #H6914
DMSO	Sigma Aldrich	Cat #D2650
DNAse I	Roche	Cat #4536282001
Collagenase I	Thermo Fisher Scientific	Cat #17018029
Collagenase II	Thermo Fisher Scientific	Cat #17101015
LIVE/DEAD Fixable Near-IR Dead Cell Stain	Invitrogen	Cat #L10119
TruStain FcX Fc Receptor Blocking Solution	Biolegend	Cat #422302
Intracellular Fixation & Permeabilization kit	eBioscience	Cat #00–5523-00
IL-2	Peprotech	Cat #200-02
Dynabead Human T-Activator CD3/CD28 beads	Thermo Fisher Scientific	Cat #11131D
Protein transport inhibitor cocktail	eBioscience	Cat #00–4980-93
CFSE	CellTrace, Invitrogen	Cat #C34554
SOCS3 RNA probe	ACDBio	Cat #469931
SPP1 RNA probe	ACDBio	Cat #420101-C2
REAGENT or RESOURCE	SOURCE	IDENTIFIER
HAVCR2 RNA probe	ACDBio	Cat #560681-C3
CD68 RNA probe	ACDBio	Cat #560591-C4

Critical commercial assays		

AbSeq antibody-oligonucleotide conjugates	BD Biosciences	Custom panel, see Table S2 for antibody and clone information
Chromium Single Cell 3’ Reagent Kits v3	10X Genomics	Cat #1000075
Chromium Single Cell 5’ Reagent Kits v1	10X Genomics	Cat #1000006
MACS LS columns	Miltenyi Biotec	Cat #130–042-401
RNeasy Mini Kit	Qiagen	Cat #74106
Nextera XT DNA Sample Preparation Kit	Illumina	Cat #FC-131–1096
RNAscope Multiplex Fluorescent Reagents Kit v2 Assay	Advanced Cell Diagnostics	Cat #ACD 323110
Opal 7-Color Manual IHC Kit	PerkinElmer	Cat #NEL811001KT
RNAscope Pretreatment reagents	Advanced Cell Diagnostics	Cat #ACD 322380
RNAscope Wash Buffer Reagents	Advanced Cell Diagnostics	Cat #ACD 310091

Deposited data		

scRNAseq, CITEseq, and bulkRNAseq data	This study	GEO: GSE210067
TCGA datasets (prostate cancer, cholangiocarcinoma, colorectal cancer)	Farshidfar et al. (2017); Cancer Genome Atlas Research (2015); Cancer Genome Atlas (2012); Lau et al. (2017)	The Cancer Genomics Cloud, cBioportal
JAVELIN Renal 101 cohort	Choueiri et al. (2020); Motzer et al. (2020)	NCT02684006
Melanoma “validation cohort 2’’	Jerby-Arnon et al. (2018)	N/A

Software and algorithms		

STAR (v2.7.3a)	Dobin et al. (2013)	https://github.com/alexdobin/STAR
Genome Analysis Toolkit (v4.1.5.0)	McKenna et al. (2010)	https://gatk.broadinstitute.org/hc/en-us
Demuxlet	Kang et al. (2018)	https://github.com/statgen/demuxlet, https://github.com/hyunminkang/cramore
CellRanger (v3.1.0, Genome Build: GRCh38 3.0.0)	10x Genomics	https://support.10xgenomics.com/single-cell-gene-expression/software/overview/welcome
Scanpy (v1.4.6)	Wolf et al. (2018)	https://github.com/scverse/scanpy
MAST (1.12.0)	Finaketal. (2015)	https://github.com/RGLab/MAST
COMET (web interface, no version)	Delaney et al. (2019)	http://www.cometsc.com/
Monocle (v2.10.1)	Qiu et al. (2017); Trapnell et al. (2014)	http://cole-trapnell-lab.github.io/monocle-release/docs/
Harmony (v0.0.4)	Korsunsky et al. (2019)	https://github.com/slowkow/harmonypy
PAGA (Scanpy v1.4.6)	Wolf et al. (2019)	https://github.com/theislab/paga
Clusterprofiler (v3.18.1)	Yu et al. (2012)	http://www.bioconductor.org/packages/release/bioc/html/clusterProfiler.html
DOSE (v3.16.0)	Yu et al. (2015)	https://bioconductor.org/packages/release/bioc/html/DOSE.html
ARK (v0.2.11)	Greenwald et al. (2022)	https://github.com/angelolab/ark-analysis
Survival analysis code	This study	https://github.com/mlizhangx/TCGA_SurvivalAnalysis
CytoMAP (v1.4.21)	Stoltzfus et al. (2020)	https://gitlab.com/gernerlab/cytomap
FlowJo (v10)	BD Life Sciences	https://www.flowjo.com/
Prism (v8.3.0)	GraphPad	https://www.graphpad.com/
Leica Application Suite X (v3.3.3.16958)	Leica Microsystems, Inc	https://www.leica-microsystems.com/products/microscope-software/p/leica-las-x-ls/

Other		

GentleMACS	Miltenyi Biotec	Cat #130–096-427
Illumina NovaSeq S4 sequencer	Illumina, USA	Not available
LSRFortessa cytometer	BD Biosciences	Not available
FACSAria Fusion	BD Biosciences	Not available
RNAscope	Advanced Cell Diagnostics	Not available
TCS SP8 X microscope	Leica Microsystems, Inc	Not available

# Supplementary material for: Circulating monocytes associated with anti-PD-1 resistance in human biliary cancer induce T cell paralysis
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Mar 29.
**Supplement:** 1

**Supplemental information**

**Circulating monocytes associated with anti-PD-1  
resistance in human biliary cancer  
induce T cell paralysis**

**Bridget P. Keenan, Elizabeth E. McCarthy, Arielle Ilano, Hai Yang, Li Zhang, Kathryn Allaire, Zenghua Fan, Tony Li, David S. Lee, Yang Sun, Alexander Cheung, Diamond Luong, Hewitt Chang, Brandon Chen, Jaqueline Marquez, Brenna Sheldon, Robin K. Kelley, Chun Jimmie Ye, and Lawrence Fong**

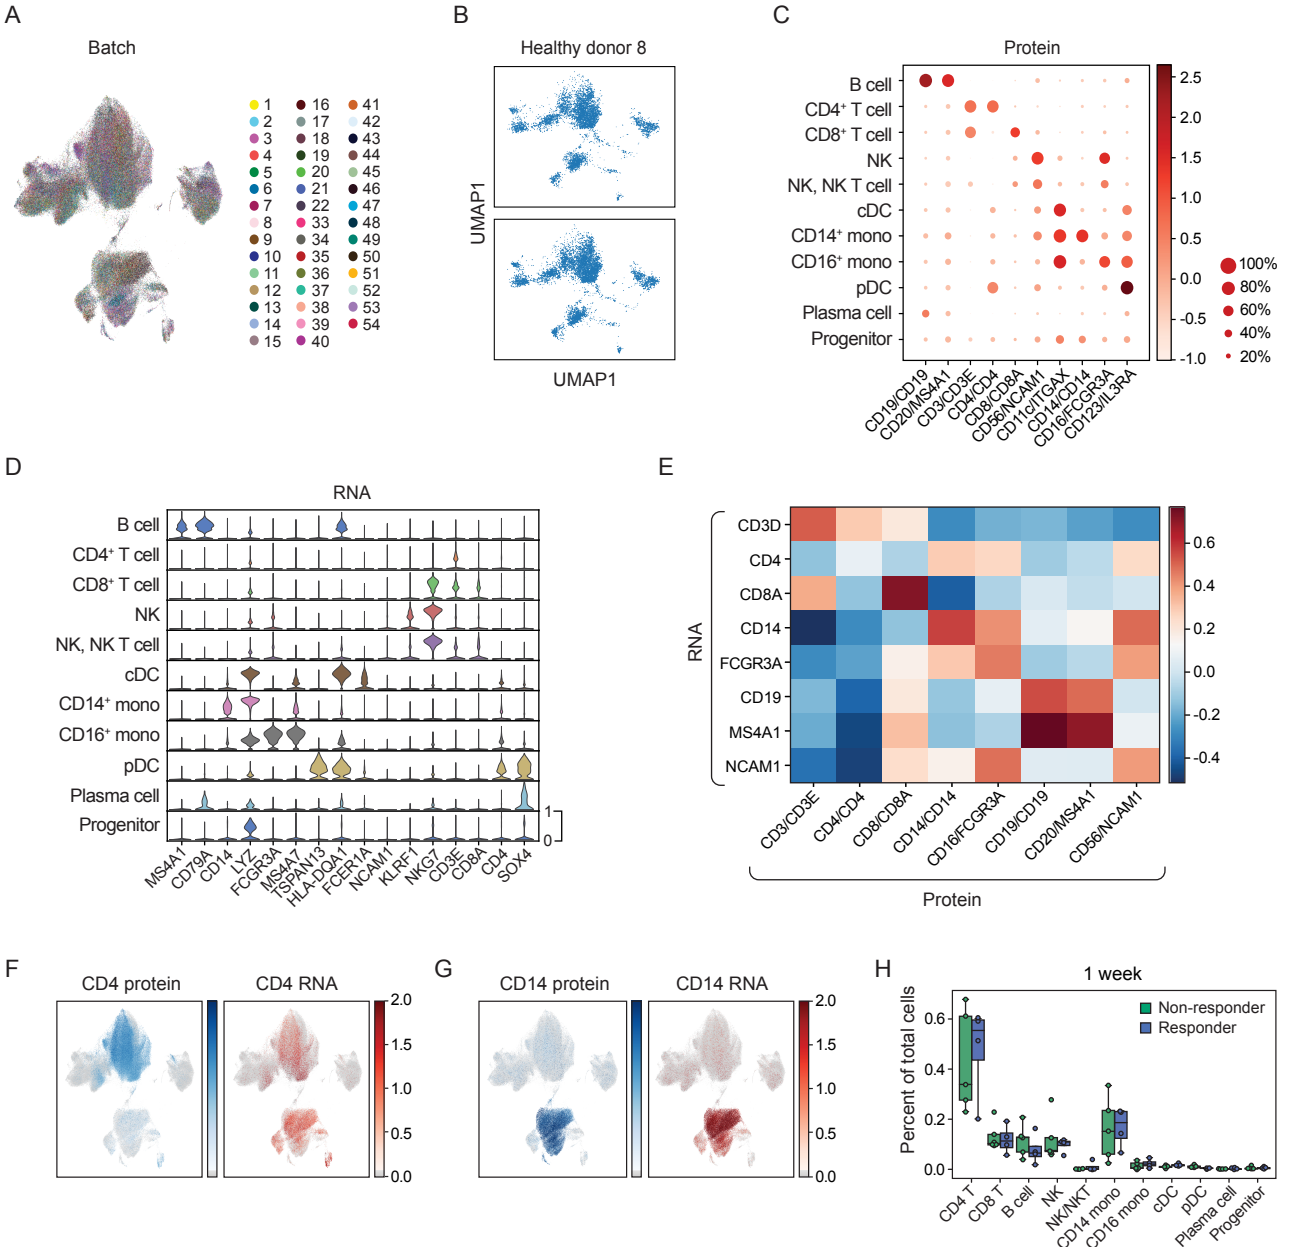

**Figure S1. Characterization of circulating immune cells with CITE-seq, related to Figure 1.** (A) UMAP colored by experimental batch (10x well replicate). (B) Individual replicates are shown for one example (Healthy Donor-8) to demonstrate reproducibility across batches. (C) Expression of proteins used to classify immune cell clusters are shown by percentage of cells with expression above the zero threshold (dot size) and mean expression (color). (D) For each immune cell class, expression of each gene is shown using a standard scale (for each gene, minimum is subtracted and then divided by its maximum). (E) Correlation plot of transcript (y-axis) and corresponding protein expression (x-axis) by pseudobulk expression data for all immune cells in the dataset. Legend shows value for the Spearman correlation coefficient. (F-G) Protein (left panels) and transcript (right panels) expression overlaid on UMAP plots, for CD4 (F) and CD14 (G). (H) Percent of each cell type out of total immune cells in responders (n=4) and non-responders (n=5) one week following anti-PD-1 administration. Boxes denote inter-quartile range (IQR) while bars denote 25% - 1.5xIQR and 75% + 1.5xIQR.

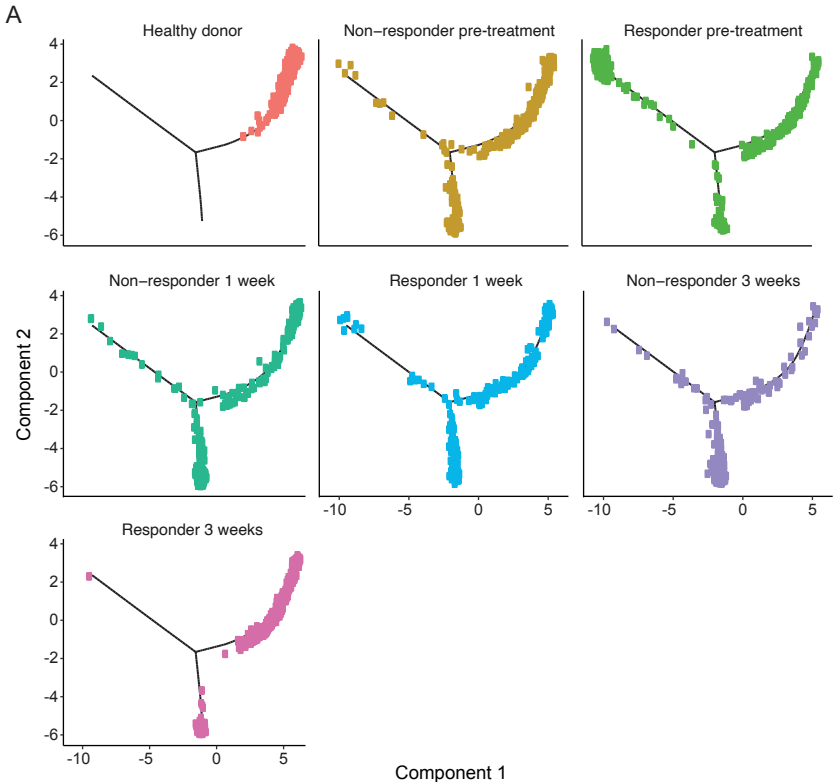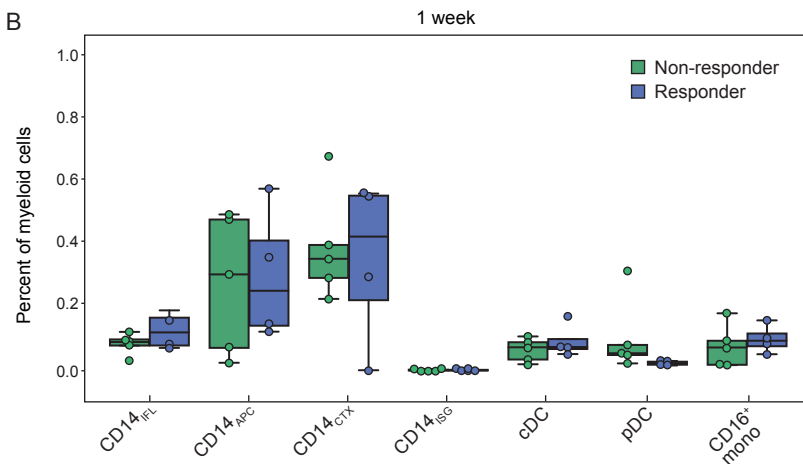

**Figure S2. Monocytes sub-populations are differentially distributed in latent time and dynamic over time with treatment, related to Figure 3. (A)** Monocyte sub-populations are shown ordered in latent time for each timepoint/response category. **(B)** Percent of each cell type out of all myeloid cells in responders (n=4) and non-responders (n=5) one week following anti-PD-1 administration. Boxes denote inter-quartile range (IQR) while bars denote 25% - 1.5xIQR and 75% + 1.5xIQR.

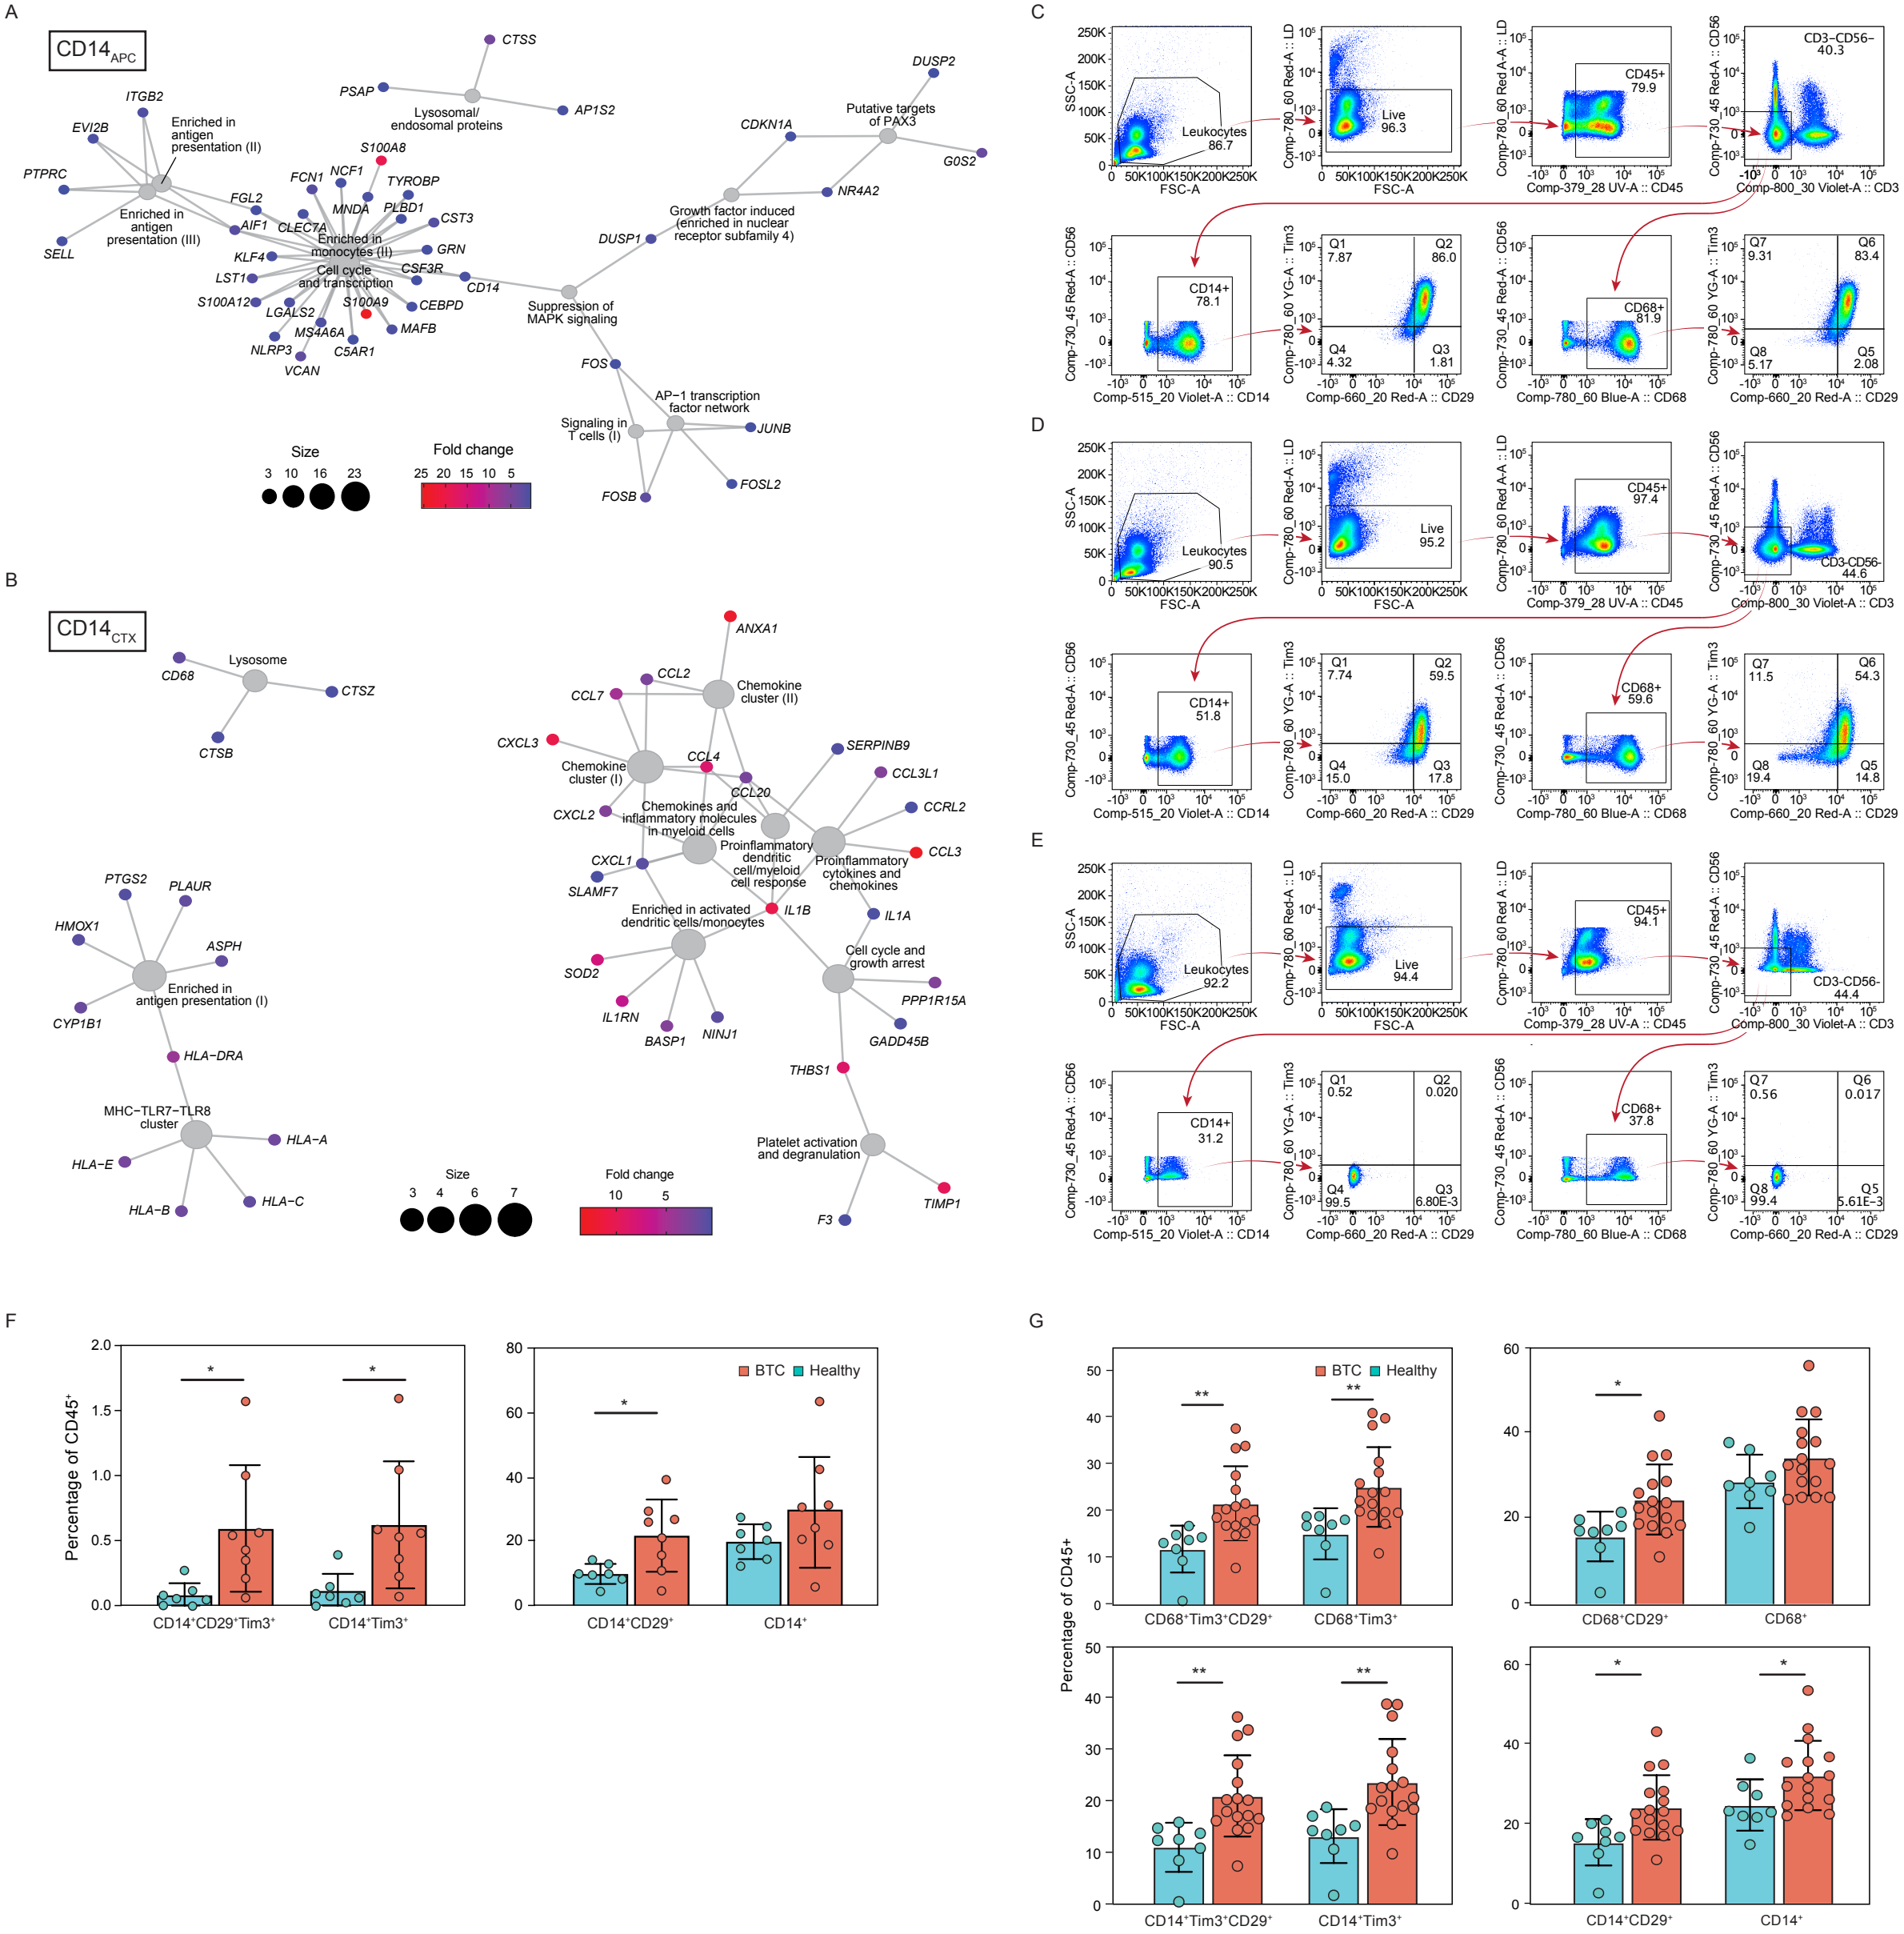

**Figure S3. CPI responders and non-responders have diverging myeloid sub-populations, related to Figure 4.** (A-B) Immune pathways are plotted as a network with genes assigned to each pathway and differentially expressed in CD14<sub>APC</sub> (A) or CD14<sub>CTX</sub> (B). Number of genes in each pathway is shown by the size of the pathway circle and fold change is shown by the heatmap in the legend. (C-E) Gating strategy for flow cytometry experiments staining for CD68<sup>+</sup> and CD14<sup>+</sup> CD29<sup>+</sup>Tim3<sup>+</sup> cells, shown for representative BTC patient peripheral blood sample (C), healthy donor sample (D), and isotype control for CD29 and Tim3 staining (E). (F) Bar plots of each myeloid population gated on CD14 and calculated as percentage of total CD45<sup>+</sup> circulating immune cells as analyzed by flow cytometry of peripheral blood cells from BTC patients (n=8) and healthy donors (n=7). \* = p<0.05, error bars denote standard deviation. (G) Bar plots of each myeloid population gated on CD68 (top panels) or CD14 (bottom panels) and calculated as percentage of total CD45<sup>+</sup> circulating immune cells as analyzed by flow cytometry of peripheral blood cells from BTC patients (n=16) and healthy donors (n=8). \* = p<0.05, \*\* = p<0.01, error bars denote standard deviation.

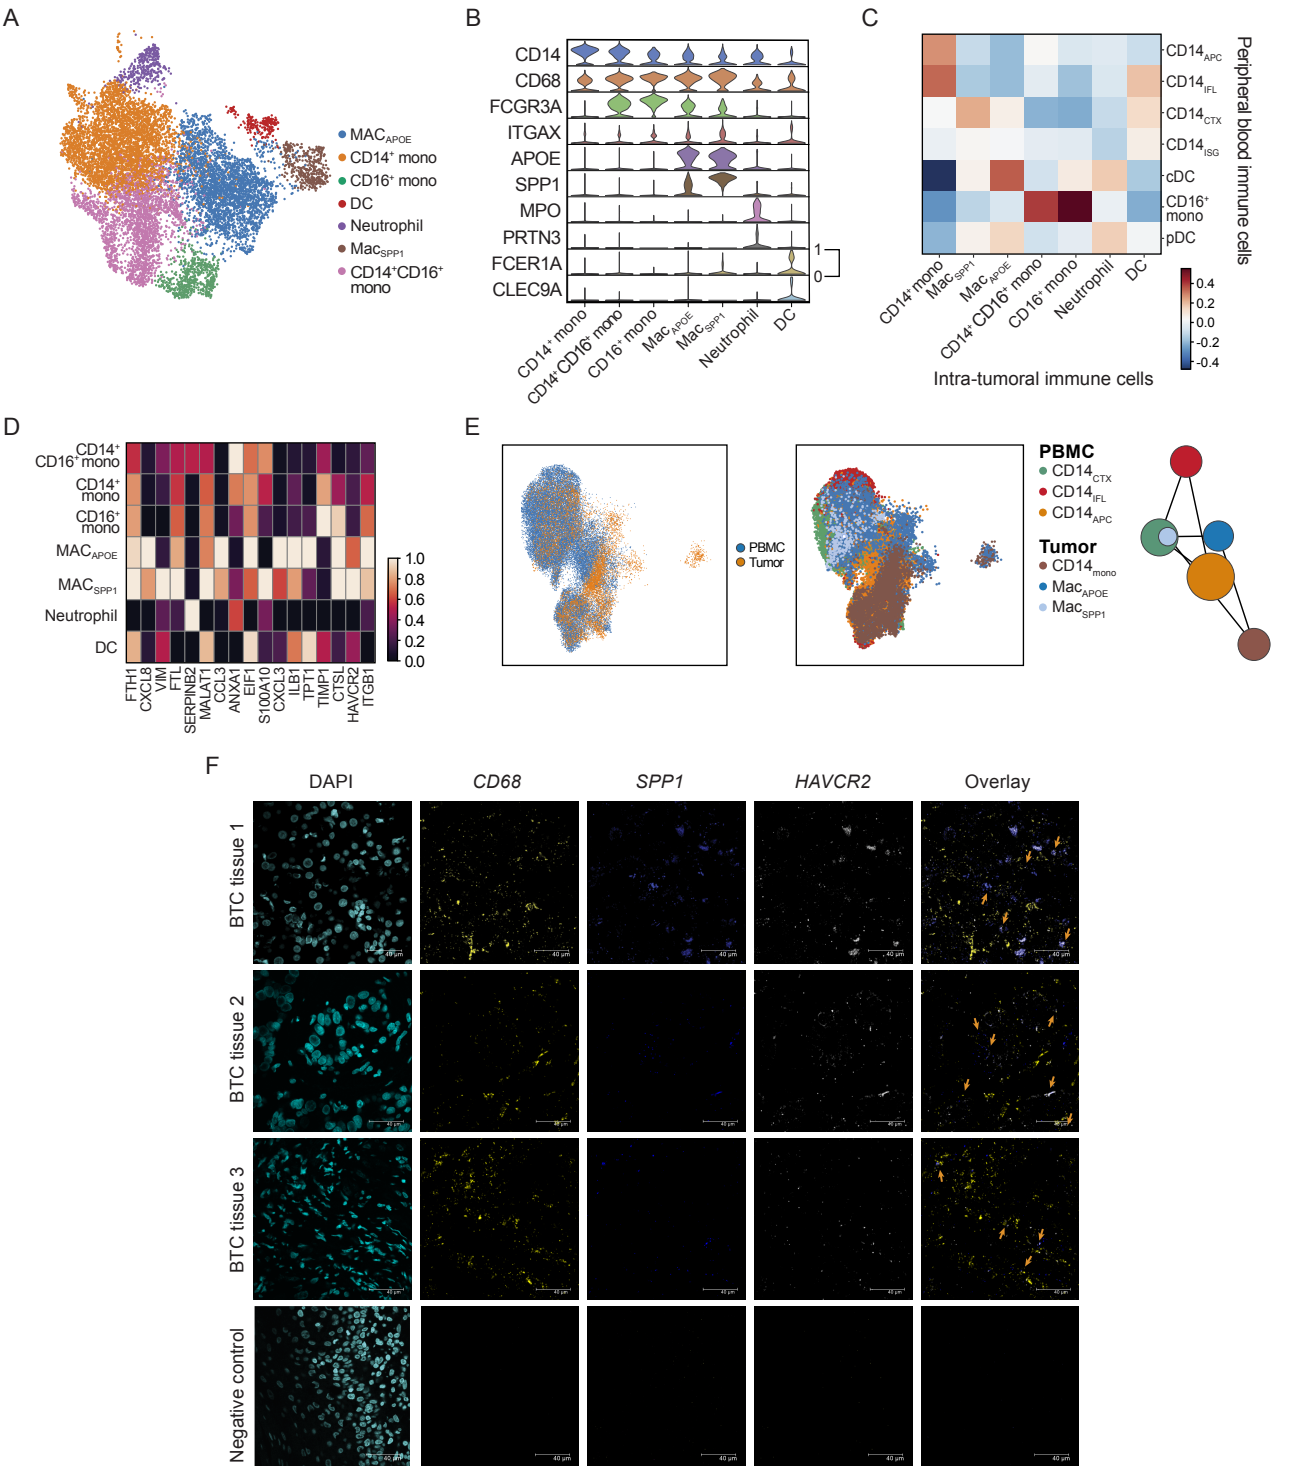

**Figure S4. Intra-tumoral BTC myeloid populations correlate with circulating CD14<sub>CTX</sub>, related to Figure 4.** (A) UMAP colored by myeloid cell sub-types present in biliary cancer tumor dataset. (B) Expression of genes for phenotypic markers are shown for myeloid cell sub-types in the tumor dataset using a standard scale (for each gene, minimum is subtracted and then divided by its maximum). (C) Heatmap of Pearson correlation coefficient values for gene signatures using pseudobulk gene expression data for each myeloid cell sub-type from peripheral blood and intra-tumoral datasets. Legend shows R value for each correlation. (D) Mean expression of CD14<sub>CTX</sub> hallmark genes in myeloid cells isolated from biliary tumors. (E) UMAP plots of combined intra-tumoral and circulating monocytes and macrophages from biliary tract cancer patients, followed batch correction, colored by compartment (left plot) or cell annotation (middle plot). The right-most plot shows partition-based graph abstraction (PAGA) representation of the same data in left and middle plots, with nodes representing myeloid cell clusters and edges weighted based on the connectivity of different clusters. (F) Staining for CD68, SPP1 and HAVCR2 in biliary tumor tissue (three different patient samples are shown) and negative control (tonsil tissue). Examples of CD68<sup>+</sup>HAVCR2<sup>+</sup>SPP1<sup>+</sup> cells (orange arrowheads) are demarcated in overlay image.

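The CD14_CTX_ genes drawn for the tumor myeloid populations are FTH1, CXCL8, VIM, FTL, SERPINB2, MALAT1, CCL3, ANXA1, EIF1, S100A10, CXCL3, IL1B, TPT1, TIMP1, CTSL, HAVCR2 and ITGB1. These 17 genes were left out of the genes used for clustering, so that the classes were not made from them. The only Mac_SPP1-like sum is from tumor 4, so the tests below take its spread from the other classes and hold no variation of Mac_SPP1-like cells between tumors. With that assumption, the median log2 fold change of the list was 1.14 against CD14 mono-like cells (adjusted p = 0.00795 from limma's fry test on the sums, Benjamini-Hochberg over these 3 comparisons). The median was 0.63 against Mac_APOE-like cells (limma's fry, adjusted p = 0.0313), in tumor 4 the 20 cells with little APOE, and 0.71 against the mean of the other classes (limma's fry, adjusted p = 0.0180). Against CD14 mono-like cells 10 genes were called higher and 1 lower, both adjusted over the list alone and over all genes tested. Against Mac_APOE-like cells 6 were called higher and 1 lower adjusted over the list alone, and 3 and 1 over all genes. For the mean of the other classes, these were 9 and 1, and 7 and 1. For each class, the mean of log2(CPM + 1) over its sums, from whichever tumors gave one, was scaled from 0 to 1 over the 4 named classes. On this scale Mac_SPP1-like cells had the highest value for VIM, FTL, SERPINB2, S100A10, IL1B, CTSL and HAVCR2, and the lowest for EIF1, TPT1 and TIMP1. For several of these genes single sums gave another order. SERPINB2, with 2.54 CPM from 6 UMIs in the Mac_SPP1-like sum, had 4.82 in CD14 mono-like cells of tumor 4, 9.74 in Mac_APOE-like cells of tumor 1 and 11.1 in DC-like cells of tumor 2. FTL had 44610 CPM in the Mac_SPP1-like sum and 121798 in Mac_APOE-like cells of tumor 1. With tumor as a block, TPT1 was not lower in Mac_SPP1-like cells, with log2 fold changes of 0.38, 0.35 and 0.20 in the 3 comparisons, none past the threshold. EIF1 was 0.17 against CD14 mono-like cells, but -0.24 against Mac_APOE-like cells and -0.28 against the mean of the other classes. ITGB1 was highest in DC-like cells, followed by Mac_APOE-like cells at 0.977 and Mac_SPP1-like cells at 0.714. In the 4 alternatives that gave Mac_SPP1-like sums in more than 1 tumor and a test, the list did not pass the threshold in any comparison (lowest adjusted p = 0.0621 from limma's fry). With tumor 3 left out, the adjusted p from limma's fry rose to 0.224 against CD14 mono-like cells, 0.272 against Mac_APOE-like cells and 0.232 against the mean of the other classes, while the medians stayed between 0.60 and 1.14. With cells of tumor 4 called at 1000 UMIs, the medians were larger, 1.28, 1.27 and 1.37 in the same order (largest adjusted p = 0.00119 from limma's fry).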

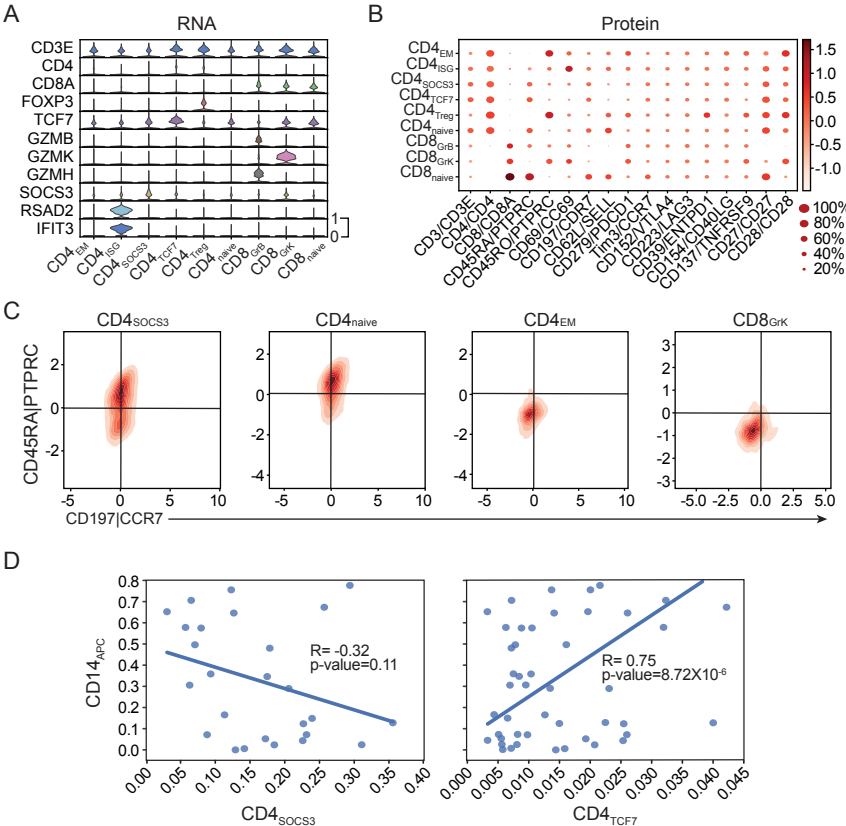

**Figure S5. Peripheral T cell characterization and association with frequency of myeloid cell sub-types, related to Figure 5.** (A) For each T cell type, mean expression of each gene is shown using a standard scale. (B) Expression of each protein is shown by percentage of cells with expression above the zero threshold (dot size) and mean expression (color) for each T cell type. (C) Protein expression of CD45RA (x-axis) and CCR7 (y-axis) for individual cells in the specified T cell types demonstrates examples of using protein data to annotate T cells as naïve, effector, and memory phenotypes. (D) The frequency of the specified cell type out of total myeloid or T cells was calculated and correlated as shown in each plot. Each dot corresponds to an individual patient sample.

A

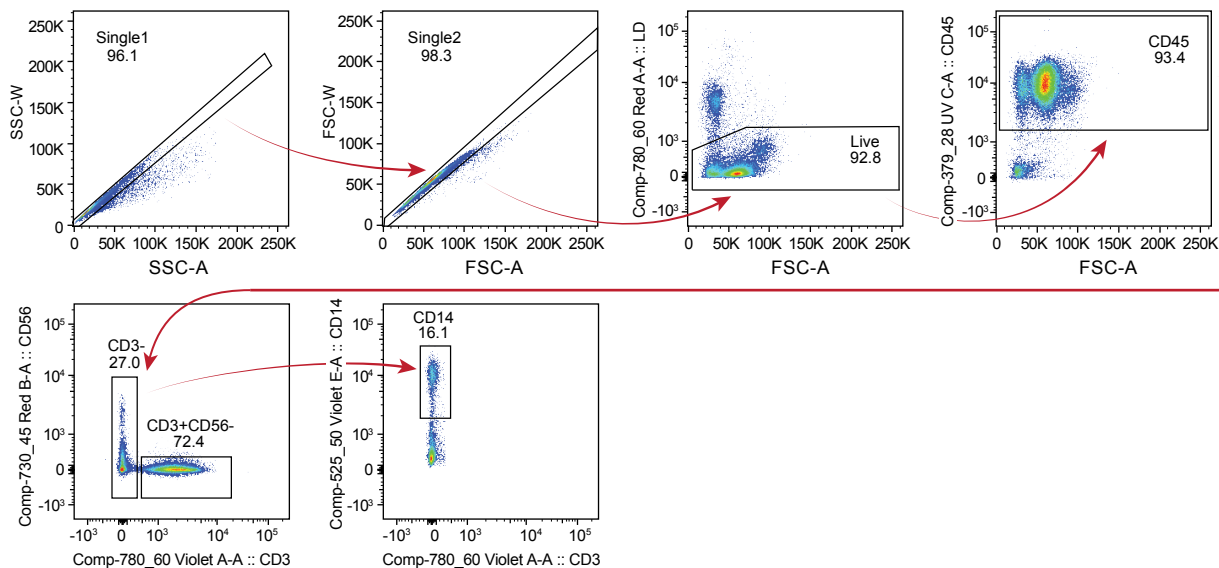

B

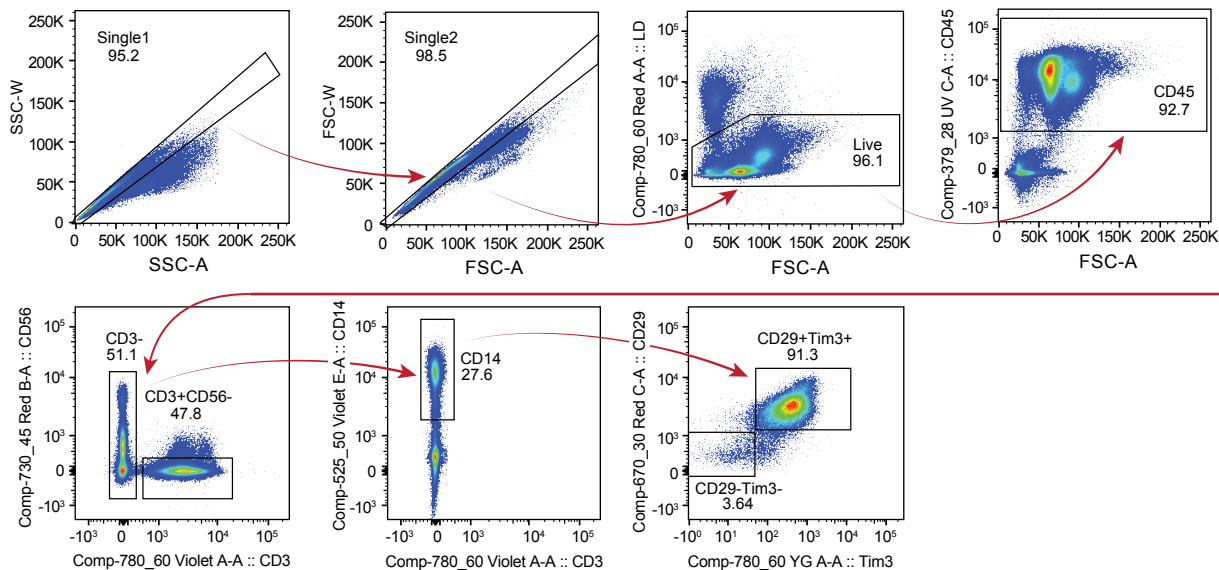

**Figure S6. Fluorescence-assisted cell sorting for isolation and co-culture of monocyte sub-populations from healthy donors and BTC patients, related to Figure 5. (A-B) Sorting strategy for isolating myeloid cells from blood samples from healthy individuals (A) and BTC patients (B).**

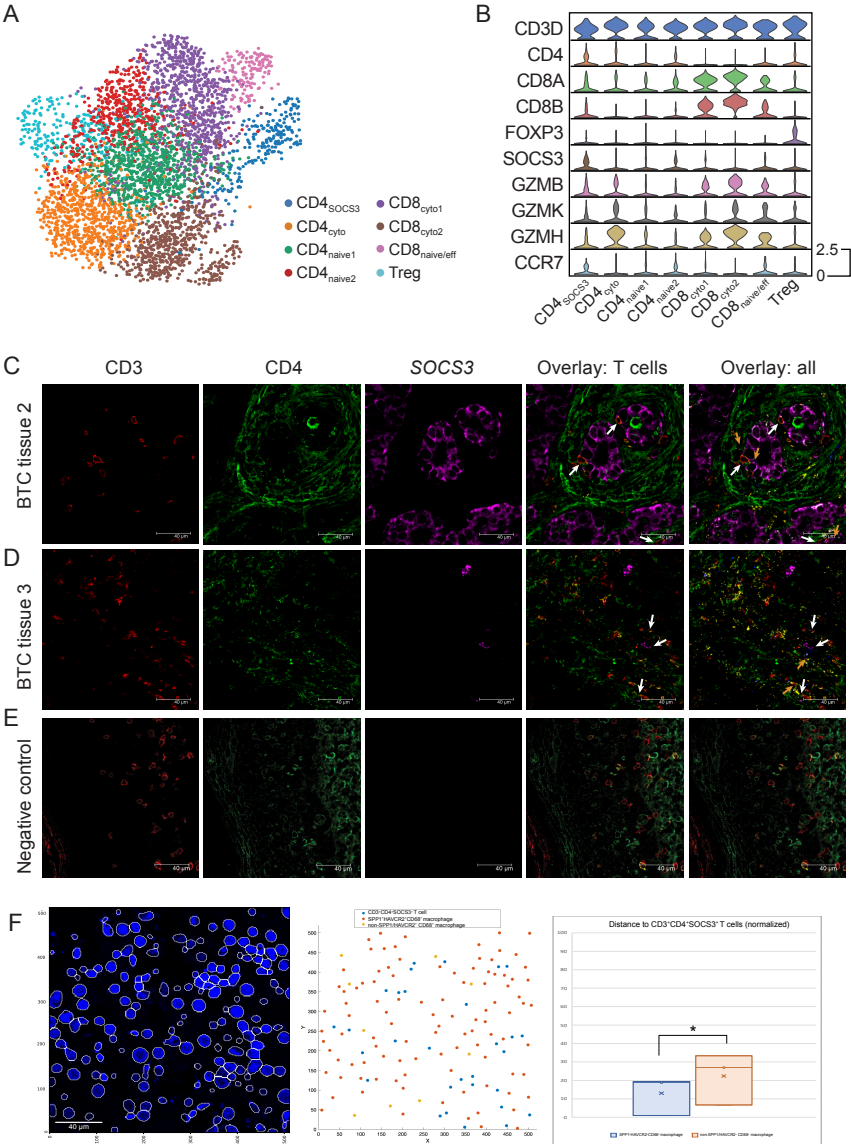

**Figure S7.  $CD3^+CD4^+SOCS3^+$  cells are identified in biliary tumors and co-localize with  $CD68^+HAVCR2^+SPP1^+$  cells, related to Figure 5. (A)** UMAP colored by cell annotations for intra-tumoral T cells. **(B)** For each intra-tumoral T cell type, mean expression of each gene is shown using a standard scale. **(C-D)** Staining for *SOCS3*, *CD4*, and *CD3*, is shown individually and overlaid (overlay: T cells), and with overlay of staining for *CD68*, *HAVCR2*, and *SPP1* (overlay: all) in representative biliary tumors (matched to BTC tumors shown in Figure 5 and S4). Examples of  $CD3^+CD4^+SOCS3^+$  cells (white arrows) and of co-localization of  $CD3^+CD4^+SOCS3^+$  cells with  $CD68^+HAVCR2^+SPP1^+$  cells (orange arrows) are highlighted in overlay image. **(E)** Negative control staining for *SOCS3* probe with immunofluorescence for *CD3* and *CD4* in a control tonsil tissue. **(F)** Cell segmentation based on DAPI (nuclear) stain (left panel); cell centroids colored by cell types gated from segmentation output (single-cell arcsinh-transformed marker expression intensities) (middle panel); median distances of  $SPP1^+HAVCR2^+$  and non- $SPP1/HAVCR2^+$   $CD68^+$  macrophages to  $CD3^+CD4^+SOCS3^+$  T cells in images (n=3) from BTC tissues 1-3 (right panel, one-sided paired t-test,  $p=0.04$ ). For left and middle panels, analysis from BTC tissue #1 was shown as an example.

Table S1. Patient and healthy donor clinical characteristics, related to Figures 1-5.

Table S2. Antibodies and clones used in CITE-seq, related to Figures 1, 2, and 4.

| Antibody      | Clone        |
|---------------|--------------|
| B7-H4         | MIH43        |
| CD1a          | HI149        |
| CD1c          | F10/21A3     |
| CD10          | HI10a        |
| CD103         | Ber-ACT8     |
| CD117         | YB5.B8       |
| CD11a         | HI111        |
| CD11b         | M1/70        |
| CD11c         | B-ly6        |
| CD123         | 7G3          |
| CD124         | hIL4R-M57    |
| CD126         | M5           |
| CD127         | HIL-7R-M21   |
| CD13          | WM15         |
| CD133         | W6B3C1       |
| CD134         | ACT35        |
| CD137         | 4B4-1        |
| CD14          | MφP9         |
| CD141         | 1A4          |
| CD152 (CTLA4) | BN13         |
| CD154 (CD40L) | TRAP1        |
| CD155         | TX24         |
| CD16          | 3G8          |
| CD163         | GHI/61       |
| CD178         | NOK-1        |
| CD18          | 6.7          |
| CD183 (CXCR3) | 1C6/CXCR3    |
| CD184         | 12G5         |
| CD19          | SJ25C1       |
| CD194 (CCR4)  | 1G1          |
| CD195 (CCR5)  | 2D7/CCR5     |
| CD196 (CCR6)  | 11A9         |
| CD197 (CCR7)  | 3D12         |
| CD2           | RPA-2.10     |
| CD20          | 2H7          |
| CD206         | 19.2         |
| CD21          | B-ly4        |
| CD226         | DX11         |
| CD235a        | GA-R2 (HIR2) |
| CD24          | ML5          |
| CD25 (IL-2R)  | 2A3          |

|               |              |
|---------------|--------------|
| CD26          | M-A261       |
| CD27          | M-T271       |
| CD270         | CW10         |
| CD272         | J168-540     |
| CD273         | MIH18        |
| CD274 (PD1L)  | MIH1         |
| CD275 (ICOSL) | 2D3/B7-H2    |
| CD278 (ICOS)  | DX29         |
| CD279 (PD-1)  | EH12.1       |
| CD28          | CD28.2       |
| CD29          | MAR4         |
| CD3           | SK7          |
| CD30          | BerH8        |
| CD314         | 1D11         |
| CD32          | FLI8.26      |
| CD326         | EBA-1        |
| CD33          | WM53         |
| CD335 (NKp46) | 9E2/NKp46    |
| CD34          | 581          |
| CD38          | HIT2         |
| CD39          | TU66         |
| CD4           | SK3          |
| CD40          | 5C3          |
| CD44          | G44-26       |
| CD45          | HI30         |
| CD45RA        | HI100        |
| CD45RO        | UCHL1        |
| CD49a         | SR84         |
| CD49b         | 12F1         |
| CD49d         | 9F10         |
| CD49e         | IIA1         |
| CD5           | UCHT2        |
| CD54          | HA58         |
| CD56          | NCAM16.2     |
| CD61          | VI-PL2       |
| CD62L         | DREG-56      |
| CD69          | FN50         |
| CD7           | M-T701       |
| CD8           | RPA-T8       |
| CD80          | L307.4       |
| CD81          | JS-81        |
| CD86          | 2331 (FUN-1) |
| CD9           | M-L13        |

|               |         |
|---------------|---------|
| CD90          | 5E10    |
| CD94          | HP-3D9  |
| CD95          | DX2     |
| CD98          | UM7F8   |
| CXCR5 (CD185) | RF8B2   |
| GITR (CD357)  | V27-580 |
| HLA-ABC       | G46-2.6 |
| IgD           | IA6-2   |
| IgG           | G18-145 |
| IL21R (CD360) | 17A12   |
| LAG3          | T47-530 |
| NKp44 (CD336) | p44-8   |
| TCRab         | IP26    |
| TCRgd         | B1      |
| TIM-3         | 7D3     |

Table S3. P-values and fold change for immune cell frequency comparisons, related to Figures 1-3.

Comparison: Healthy donor versus Biliary tract cancer (BTC) patients pre-treatment, all immune cells

| Cell type   | Fold change | pvalue   | Adjusted pvalue |
|-------------|-------------|----------|-----------------|
| B cell      | -0.03011    | 0.151701 | 0.2085889       |
| CD4+ T cell | 0.016203    | 0.805537 | 0.881293        |
| CD8+ T cell | -0.13046    | 0.004156 | 0.037686        |
| NK          | -0.02485    | 0.140799 | 0.2085889       |
| NK/NKT      | 0.047816    | 0.088737 | 0.1626845       |
| cDC         | 0.006557    | 0.024243 | 0.0630146       |
| CD14+ mono  | 0.113645    | 0.028643 | 0.0630146       |
| CD16+ mono  | 0.001102    | 0.881293 | 0.881293        |
| pDC         | 0.003942    | 0.018931 | 0.0630146       |
| plasma cell | -0.000891   | 0.006852 | 0.037686        |
| progenitor  | -0.002954   | 0.303424 | 0.3708516       |

Comparison: BTC responders versus non-responders pre-treatment, all immune cells

| Cell type   | Fold change | pvalue   | Adjusted pvalue |
|-------------|-------------|----------|-----------------|
| B cell      | -0.029232   | 0.488881 | 0.6722114       |
| CD14+ mono  | -0.009724   | 0.946072 | 0.988761        |
| CD16+ mono  | -0.000291   | 0.988761 | 0.988761        |
| CD4+ T cell | 0.035257    | 0.831595 | 0.988761        |
| CD8+ T cell | -0.049857   | 0.097411 | 0.2678802       |
| NK          | -0.055735   | 0.071977 | 0.2639157       |
| NK/NKT      | 0.105051    | 0.1651   | 0.36322         |
| cDC         | 0.005143    | 0.488069 | 0.6722114       |
| pDC         | -0.004237   | 0.258185 | 0.4733392       |
| plasma cell | -0.00084    | 0.040534 | 0.222937        |
| progenitor  | 0.004464    | 0.003466 | 0.038126        |

Comparison: BTC responders versus non-responders at 1 week, all immune cells

| Cell type | Fold change | pvalue   | Adjusted pvalue |
|-----------|-------------|----------|-----------------|
| B cell    | -0.065438   | 0.205547 | 0.7536723       |

|             |           |          |           |
|-------------|-----------|----------|-----------|
| CD14+ mono  | -0.006977 | 0.926735 | 0.926735  |
| CD16+ mono  | 0.007326  | 0.534267 | 0.926735  |
| CD4+ T cell | 0.066213  | 0.615903 | 0.926735  |
| CD8+ T cell | -0.00677  | 0.858393 | 0.926735  |
| NK          | -0.005245 | 0.910505 | 0.926735  |
| NK/NKT      | 0.007942  | 0.345301 | 0.926735  |
| cDC         | 0.007132  | 0.043644 | 0.480084  |
| pDC         | -0.005103 | 0.094657 | 0.5206135 |
| plasma cell | 0.000143  | 0.818514 | 0.926735  |
| progenitor  | 0.000777  | 0.837115 | 0.926735  |

Comparison: BTC responders versus non-responders at 3 weeks, all immune cells

| Cell type   | Fold change | pvalue   | Adjusted pvalue |
|-------------|-------------|----------|-----------------|
| B cell      | -0.082013   | 0.078001 | 0.2860037       |
| CD14+ mono  | 0.233162    | 0.013425 | 0.147675        |
| CD16+ mono  | 0.025849    | 0.039419 | 0.2168045       |
| CD4+ T cell | -0.084377   | 0.355565 | 0.4763022       |
| CD8+ T cell | -0.044454   | 0.157034 | 0.3454748       |
| NK          | -0.051041   | 0.199473 | 0.3657005       |
| NK/NKT      | 0.000884    | 0.258632 | 0.4064217       |
| cDC         | 0.000672    | 0.846558 | 0.846558        |
| pDC         | -0.002906   | 0.128991 | 0.3454748       |
| plasma cell | -0.000404   | 0.433002 | 0.4763022       |
| progenitor  | 0.004629    | 0.404162 | 0.4763022       |

Comparison: Healthy donor versus BTC patients pre-treatment, myeloid cells

| Cell type | Fold change | pvalue   | Adjusted pvalue |
|-----------|-------------|----------|-----------------|
| CD14_CTX  | 0.106337    | 0.19844  | 0.277816        |
| CD14_ISG  | 0.050707    | 0.513194 | 0.5987263       |
| CD14_IFL  | -0.503573   | 0.000003 | 0.000021        |
| CD14_APC  | 0.430743    | 0.006111 | 0.0213885       |
| CD16_mono | -0.062957   | 0.044416 | 0.077728        |

|     |           |          |          |
|-----|-----------|----------|----------|
| cDC | -0.01844  | 0.038108 | 0.077728 |
| pDC | -0.002817 | 0.852105 | 0.852105 |

Comparison: BTC responders versus non-responders pre-treatment, myeloid cells

| Cell type | Fold change | pvalue   | Adjusted pvalue |
|-----------|-------------|----------|-----------------|
| CD14_CTX  | -0.085725   | 0.592656 | 0.963311        |
| CD14_ISG  | 0.115711    | 0.446594 | 0.963311        |
| CD14_IFL  | -0.057482   | 0.001078 | 0.007546        |
| CD14_APC  | 0.04452     | 0.836008 | 0.963311        |
| CD16_mono | -0.001934   | 0.963311 | 0.963311        |
| cDC       | -0.001074   | 0.929414 | 0.963311        |
| pDC       | -0.014015   | 0.61744  | 0.963311        |

Comparison: BTC responders versus non-responders at 1 week, myeloid cells

| Cell type | Fold change | pvalue   | Adjusted pvalue |
|-----------|-------------|----------|-----------------|
| CD14_CTX  | -0.056282   | 0.675966 | 0.788627        |
| CD14_ISG  | 0.000916    | 0.632967 | 0.788627        |
| CD14_IFL  | 0.049178    | 0.113661 | 0.656264        |
| CD14_APC  | -0.032417   | 0.796287 | 0.796287        |
| CD16_mono | 0.03109     | 0.426038 | 0.788627        |
| cDC       | 0.033795    | 0.187504 | 0.656264        |
| pDC       | -0.02628    | 0.459307 | 0.788627        |

Comparison: BTC responders versus non-responders at 3 weeks, myeloid cells

| Cell type | Fold change | pvalue   | Adjusted pvalue |
|-----------|-------------|----------|-----------------|
| CD14_CTX  | -0.493558   | 0.005812 | 0.01356133      |
| CD14_ISG  | -0.000874   | 0.289613 | 0.4054582       |
| CD14_IFL  | 0.027247    | 0.649247 | 0.649247        |
| CD14_APC  | 0.519527    | 0.001245 | 0.0043575       |
| CD16_mono | 0.021317    | 0.457643 | 0.53391683      |
| cDC       | -0.03142    | 0.016753 | 0.02931775      |
| pDC       | -0.042238   | 0.000128 | 0.000896        |

Table S7. Clinical characteristics of BTC resection samples, related to Figures 5, S4, and S7.

HBV = hepatitis B virus, HCV = hepatitis C virus, cAb = core antibody  
sAg = surface antigen, sAb = surface antibody

How the deposited data were processed for this re-analysis (not part of the article)

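Single-cell RNA-seq of 4 primary cholangiocarcinomas, tumors 1 to 4, is the part of the study whose data were used here. The blood libraries, the flow cytometry, the co-cultures and the tissue stainings were not analysed here, so neither the CD14_CTX_ profile itself nor its correlation with the tumor populations was recomputed.

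The authors made 10x 5′ libraries, aligned the reads to GRCh38 and counted UMIs with Cell Ranger, and they deposited 1 matrix of raw UMI counts per tumor, without normalization and before the paper's filters on cells. A barcode stands for a cell or an empty droplet, and a UMI count for the number of distinct transcripts captured. Cells had been called by the authors in the deposited counts of tumors 1, 2 and 3 but not in those of tumor 4. In tumor 4 the 99th percentile of UMIs of the top 3000 barcodes was divided by 10 and barcodes above that value were kept. The number of cells of tumor 4 and their depth follow from this choice.

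The limits of the paper's methods were kept: more than 100 and fewer than 2500 genes per cell, under 20% mitochondrial counts, genes found in at least 3 cells, and ribosomal genes left out of the clustering. Red blood cells and platelets were looked for as clusters. Doublets were scored with Scrublet in scanpy 1.11.5, and the highest scores were removed at 0.8% per 1000 cells. Where every barcode of tumor 4 was kept as an alternative, the rate stayed tied to the number called in the main setting, and 1041 of its 33374 barcodes that passed the filters were removed, or 3.12%. The automatic threshold, an alternative, marked under 0.5% of the cells of tumors 1, 2 and 4. Counts were scaled to 10000 per cell and log-transformed, mitochondrial share and number of genes were regressed out, and tumors were aligned with ComBat. The paper also regressed out a donor attribute, which was not done here. With 2000 variable genes, 40 principal components and 15 neighbors, cells were clustered with leidenalg 0.10.2 at a resolution of 1.0, and then myeloid-like cells at 0.3 and T cell-like cells at 1.0. The paper used Louvain clustering at the same resolutions for the re-clustered cells.

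Cell type markers, the named genes, the tests and the main alternatives were chosen before the data were examined. A cluster took a name when at least 3 of the markers were found in at least 10% of its cells and the marker score was at least 0.5. The rule that turns scores into a name was not fixed in advance. The highest score alone was tried first, and then names within 0.1 of the highest score were decided by the 10 leading genes, with clusters of mixed lineages left unnamed. In the last version a class was taken before the state of cycling when both were within that margin. Cells of clusters with mixed leading genes, 325 of them among the myeloid cells, were left out of the classes. These were 1.26%, 7.91%, 0.584% and 13.6% of the cells of myeloid clusters in tumors 1 to 4. Names are rebuilt, so a difference from the study's populations may come from the naming.

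The genes tested for CD14_CTX_ were the 17 drawn in Figure S4D. These and SOCS3 were left out of the genes used for clustering. Genes named in the text were those the paper names for the tumors, and the rule also allowed the 5 largest rises and 5 largest falls of each comparison. Those largest changes were mostly genes that define the clusters, several with a count of 0 in a sum, and are not reported. The gene lists of Tables S5 and S6 were held only in part and were not used for any test.

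Raw counts were summed over the cells of a class in a tumor, for at least 20 cells, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, a filter on low counts, Benjamini-Hochberg adjustment and tumor as a block. All named classes, without the cells named as cycling, shared 1 fit of 9 sums with 2 residual degrees of freedom, all from classes other than Mac_SPP1-like, which had 1 sum. The spread of the fit was pooled between genes in full. The 5 sums of CD4 T cell-like and Treg-like clusters left 1 residual degree of freedom. Cells were never used as replicates. The alternative was DESeq2 1.42.0, and the gene list was tested with fry of limma 3.58.1, adjusted over the 3 comparisons. Sums of 1 tumor come from 1 donor, so tumor pairs them. The deviations from the class means correlated across genes at a mean of 0.185 in 5 pairs of sums of the same tumor, from 0.0164 to 0.309, and of -0.0617 in 15 pairs of different tumors. Genes are not independent replicates in these correlations. CPM, counts scaled to a common library size, use TMM factors where printed at the claims.

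The test was checked on simulated counts in which 200 genes were changed by known fold changes. All simulated sums shared the same profile and the same spread, without differences between tumors. The check therefore says nothing about whether Mac_SPP1-like sums vary like those of other classes. The changes were larger on the log2 scale than the list medians of 1.14, 0.63 and 0.71, so recovery of smaller changes was not checked. Of the changed genes that passed the filter, edgeR recovered 26.6% in the comparison of Mac_SPP1-like with CD14 mono-like cells, 9.90% against Mac_APOE-like cells, 17.2% against the mean of the other classes, each run on 10506 genes, and 55.3% in the SOCS3 comparison, run on 5955 genes. DESeq2 recovered 11.5%, 8.85%, 12.5% and 40.4%. No changed gene was called in the wrong direction.

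Shares of cells with a UMI were compared after each cell was thinned to 1000 UMIs, and shallower cells were left out. They were first taken from 1 random draw of UMIs per cell. A second draw gave other values, with the difference in HAVCR2 between 5.78 and 15.2 percentage points and that in ITGB1 between 1.24 and 11.3 over 100 draws. After this was seen, the draw was replaced by its expectation, the hypergeometric probability that a cell keeps a UMI, averaged over cells. This needs no draw. Odds ratios come from the expected numbers of cells. Shares have Wilson 95% intervals, and a count of 0 allows up to 3 counts. Both cover counting error only. The planned exact permutation of shares over tumors needed at least 20 cells of both groups in several tumors, and only tumor 4 had them. Gene positions are from the GENCODE annotation of GRCh38, 1-based. Analyses in Python used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

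The alternatives were no upper limit on genes, no or automatic doublet removal, other ways to call the cells of tumor 4, under 10% mitochondrial counts, no ComBat, another Leiden seed, other resolutions, the tested genes kept in the clustering, other tests, normalization and filters, no thinning or thinning to 500 UMIs, and each tumor left out in turn.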

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

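The tests of cell calling, batch correction, naming rule, resolution, loss of a name, settings of the clustering and free RNA in tumor 2 in this part were chosen only after the result was seen, while those of free monocyte RNA, of blood and of the mix of myeloid classes were set beforehand. Shares, depths and numbers of cells were looked at in 16 groups of 4 tumors for a tumor far from the others by Dixon's 95% criterion, and 5 passed. Chance gives about 1 in 20 for independent groups of normally distributed values. These groups are not independent: of the 5, all but the SOCS3 share are class shares of the same myeloid-like cells. How unusual 5 is can therefore not be read from this rate. There is 1 condition, so no biological explanation was tested for any of the 5.

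CD14 mono-like cells were 72.3% of the myeloid-like cells of tumor 4 and at most 3.68% of those of the other tumors. Tumor 4 is also the tumor whose cells were called here. With its barcodes called at 1000 UMIs, CD14 mono-like cells were still 59.3% of its myeloid-like cells and at most 15.3% of those of the others, which argues against cell calling as the whole cause. The size of the share depended on the clustering. At a resolution of 0.6 it was 36.0% in tumor 4, where another 28.0% were then CD16 mono-like, and with each tumor clustered on its own 31.6%, with 29.7% CD16 mono-like. The other tumors held at most 2.20% and 0%. Free RNA from lysed monocytes would raise monocyte genes in all cell types of tumor 4. S100A8 was at 34.9 CPM (not normalized by TMM) in its epithelial-like cells, at 615 in its T cell-like cells and at 13980 in its CD14 mono-like cells. The epithelial-like cells of tumors 1 and 2 had 2.40 and 6.39, and the T cell-like cells of tumors 2 and 3 had 124 and 4.59, so the levels in tumor 4 were raised, as some free RNA would do. They stayed far below that of its CD14 mono-like cells, which argues against free RNA as the source of that class. Blood left in the resected piece could bring monocytes. Hemoglobin genes were 0.00599% of the UMIs of tumor 4, and 0.0599%, 0.00435% and 1.06% of those of tumors 1, 2 and 3. Blood and resident monocytes cannot be told apart by this, since it is not known whether red blood cells were lysed. Library and tumor are the same unit, so a difference in tissue handling also stays open.

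Mac_SPP1-like cells were 24.1% of the myeloid-like cells of tumor 4, against at most 0.160% in the others. This depended on the processing. Without ComBat, tumors 1 to 3 held 691 Mac_SPP1-like cells, of which 605 were in tumor 1, 68 in tumor 2 and 18 in tumor 3. With the highest marker score alone as the rule for names they held 614, 761 and 1187, together 2562. The result without ComBat is what would be seen if batch correction had kept the class out of tumor 1. It changed tumors 2 and 3 less, to 6.08% and 1.30% of their myeloid-like cells. The result of the other rule is what would be seen if the restriction to tumor 4 came from the naming. The macrophages of tumors 1 to 3 also expressed SPP1, and the Mac_SPP1-like and Mac_APOE-like names may divide a continuum at a place the rule sets. A biological difference between the tumors stays open and was not tested.

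DC-like cells were 20.8% of the myeloid-like cells of tumor 2 and at most 2.57% in the others. The cluster held no DC marker among its leading genes. At a resolution of 0.6 the DC-like share of tumor 2 was 0.955%, but 94.1% of its 220 DC-like cells then lay in 1 unnamed cluster with 234 cells of tumor 2, so it was the name that was lost while the cells stayed together. Without ComBat the share was 0.447%, and 95.9% of the 220 cells were in a Mac_APOE-like cluster with 985 cells of tumor 2. A group of such cells that is larger in tumor 2 than in the others, where the unnamed cluster at 0.6 was at most 2.42%, was thus seen at both resolutions. The unnamed cluster at 0.6 was 22.3% of the myeloid-like cells of tumor 2, which argues against the resolution as the cause of the larger group. Whether these cells are dendritic cells cannot be decided, since the name did not hold in these settings. A biological difference stays open and was not tested.

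Myeloid cluster 5, which took the name of cycling cells, was 9.18% of the myeloid-like cells of tumor 3 and at most 1.60% in the others. The name is weak, because APOC1, APOE, SPP1, TREM2 and C1QC led the cluster, with STMN1 and TUBA1B as genes of cycling, at a median of 1535 UMIs, 0.473 of that of their samples. A cycling class was found in 5 of 15 other settings, and 1 of the 5, the highest score alone, only renamed the clusters. Of the 14 that re-clustered the cells, 4 gave the class. In 3 of these it was highest in tumor 3, between 9.05% and 9.77%, and at a resolution of 0.6 the order was reversed, with 9.20% in tumor 4 and 2.57% in tumor 3. Choices made in the clustering are a candidate explanation for the difference.

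SOCS3 UMIs were expected in 26.1% of the myeloid-like cells of tumor 2 (Wilson 95% interval 23.5 to 28.9) and in at most 12.7% of those of the others, with each cell thinned to 1000 UMIs. Unthinned, the shares were 19.3%, 61.7%, 38.6% and 44.0% in tumors 1 to 4. Dixon's ratio was 0.895, and whether it passed had depended on the random draw when shares were taken from 1 draw. Free RNA in tumor 2 would give its epithelial-like cells a share as large as the excess. It was 3.20% (2.01 to 5.06), below the excess and below the 6.95% of tumor 4, which argues against free RNA. A different mix of classes would leave the share alike within a class. In Mac_APOE-like cells it was 27.2% in tumor 2 (24.2 to 30.5), 11.2% in tumor 1 (8.76 to 14.3) and 12.6% in tumor 3 (10.8 to 14.6), which argues against the mix. A response to the handling of that tissue, or another difference between libraries, was not tested and stays open, as does a biological difference.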

How the results depend on the processing

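Clustering each tumor on its own and calling cells of tumor 4 at 500 UMIs were chosen only after the data had been seen. So was calling at 1000 UMIs joined with no upper limit on genes or with a resolution of 0.6. The highest score alone was tried before the main rule for names, and was made an alternative after the data had been seen. The cause of the changes below was not tested unless it is named.

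Some results kept their direction. The ITGB1 difference from CD14 mono-like cells stayed above 0 in every alternative, and passed the threshold in 1. HAVCR2 stayed higher in Mac_SPP1-like than in CD14 mono-like cells in every alternative. It was called in 15 and not in 8, of which 5 left no residual degrees of freedom and so no test. HAVCR2 against the mean of the other classes stayed above 0 but was tested and not called in 7 of 21 alternatives, from 0.80 to 1.42, and 3 gave no test. Against Mac_APOE-like cells it was called in 4 of 22, the 4 with tumor 4 called at 1000 or 500 UMIs, at 2.03 to 2.12. There it was reversed in 1, at -0.52 with each tumor clustered on its own, with no test. TIMP1 stayed lower than in CD14 mono-like cells in every alternative but was called in only 8 of them. It was tested and not called in 10, and 5 gave no test. Against Mac_APOE-like cells TIMP1 was called lower in 5 of 22 alternatives and was lower but not called in 15, of which 4 gave no test. It was reversed in the other 2, at the values given below.

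Other results cannot be called stable. In the SOCS3 comparison the cluster was picked by its SOCS3 level in each alternative, so that its being higher follows from the choice. Of 20 alternatives with a value, 5 left no residual degrees of freedom and so no test: leaving out tumor 2 or tumor 3, the automatic doublet threshold, another Leiden seed, and calling at 1000 UMIs with no upper limit on genes. Another 4 gave the main value: leaving out tumor 1 or tumor 4, which gave no sums, keeping SOCS3 in the clustering, and the highest score alone. None of the remaining 11 passed the threshold (lowest adjusted p = 0.163 from edgeR). With each tumor left out in turn the value lay between 0.55 and 2.58. The shares of CD14 mono-like, DC-like and cycling cells have a spread between tumors above their mean, so that even a share of 0 lies within it and a move by less says nothing about stability. The mean of DC-like cells fell from 6.40% to 0.473% without ComBat, 0.601% at a resolution of 0.6 and 0.325% with each tumor clustered on its own. That of CD14 mono-like cells fell from 19.4% to 9.77% at a resolution of 0.6 and to 7.90% with each tumor on its own. Cycling cells, 3.03% in the main setting, were absent in 10 of 15 settings. Single tumors decide the means. Without tumor 4 CD14 mono-like cells were 1.75% and Mac_SPP1-like cells 0.0532%, without tumor 2 DC-like cells were 1.61%, and without tumor 3 cycling cells were 0.984%.

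In the counts of called genes below, the main values are 2252 against CD14 mono-like cells, 353 against Mac_APOE-like cells and 961 against the mean of the other classes. List means the 17 CD14_CTX_ genes, with main medians of 1.14, 0.63 and 0.71 in the same order. P-values are from fry of limma, adjusted over the 3 comparisons.

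DESeq2 called 840, 147 and 407 genes. Library totals without TMM factors gave list medians of 0.97, 0.42 and 0.58, with adjusted p-values of 0.183, 0.338 and 0.204. This scaling moved the median of all genes by -0.12 against Mac_APOE-like cells and by -0.16 in the SOCS3 comparison, and split the calls against Mac_APOE-like cells into 254 higher and 220 lower, where TMM gave 229 and 124. Without the filter on low counts, 234 genes were called against Mac_APOE-like cells. More genes were tested there, 19324. Without the tumor block, edgeR called 0, 1 and 2 genes, with 949, 88 and 426 at an unadjusted p under 0.05. The list medians were 0.87, -0.24 and 0.34 (lowest adjusted p = 0.500), and ITGB1 was -0.24 against Mac_APOE-like cells. There fry gave the direction up although the median was below 0. The sums of a tumor are from 1 donor, so the block is part of the design. Without it the list medians were smaller as well as the counts, so a weaker effect cannot be ruled out. With tumor 1 or tumor 3 left out, which still gave a test, the list medians lay between 1.14 and 1.14, between 0.60 and 0.62 and between 0.71 and 0.71. Without tumor 3 the list no longer passed the threshold, with adjusted p-values of 0.224, 0.272 and 0.232, and without tumor 1 they were 0.00662, 0.0312 and 0.0174. With each tumor left out, SERPINB2 against the mean of the other classes ranged from -1.28 to 3.60, the last without tumor 2 and without a test.

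With no upper limit on genes, 39 genes were called against Mac_APOE-like cells, TIMP1 was 0.19 against them, and neutrophil-like cells were 2.91% of the myeloid-like cells. Without doublet removal, 1152, 117 and 323 genes were called, and the list medians were 1.00, -0.048 and 0.49 (lowest adjusted p = 0.366). Against Mac_APOE-like cells 16 of the genes passed the filter, with a mean of 0.02. The difference in cells with an HAVCR2 UMI was 4.11 percentage points over 2 tumors, because tumor 1 then also held Mac_SPP1-like cells. With the automatic doublet threshold, 1024, 35 and 172 genes were called, the list medians were 0.87, -0.11 and 0.50 (lowest adjusted p = 0.635), SERPINB2 was -1.39 against Mac_APOE-like cells, and the HAVCR2 difference was 4.22 percentage points. With 2 tumors the exact permutation test cannot give a p under 0.5.

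With cells of tumor 4 called at 1000 UMIs there were 9845 myeloid-like cells, 6.12% of them CD16 mono-like and 3.34% neutrophil-like as means over tumors, and 1308 and 2383 genes were called against Mac_APOE-like cells and against the mean of the other classes. The list medians were then 1.28, 1.27 and 1.37 (adjusted p-values of 0.000697, 0.00119 and 0.000375). With every barcode of tumor 4 that passed the filters there were 10701 cells and 3.63% CD16 mono-like cells, no Mac_SPP1-like cluster, and so no comparison. With under 10% mitochondrial counts, 139 genes were called against Mac_APOE-like cells, the list medians were 1.35, 1.07 and 1.30 (lowest adjusted p = 0.147), and SERPINB2 was 2.44 against the mean of the other classes. Without ComBat, Mac_SPP1-like cells were 29.0%, the HAVCR2 difference was 3.78 percentage points over 2 tumors, 222 and 594 genes were called against Mac_APOE-like cells and the mean of the other classes, the list median against Mac_APOE-like cells was 0.57 (adjusted p = 0.279), and SERPINB2 was -1.61 and 0.26. There the median of all genes against the mean of the other classes was 2.53, so that the list's 1.72 lies below it, and the adjusted p of the other comparisons was 0.0621. With the list's genes kept in the clustering, its median against Mac_APOE-like cells was 0.58 (adjusted p = 0.0570). At a resolution of 0.6, CD16 mono-like cells were 7.14%, and SERPINB2 was -1.81 against Mac_APOE-like cells and 0.73 against the mean of the other classes, with no test. Without thinning, the HAVCR2 and ITGB1 differences were 40.1 and 28.2 percentage points, and with thinning to 500 UMIs the HAVCR2 difference was 5.58, since a share of cells with a UMI grows with depth.

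With each tumor clustered on its own, Mac_SPP1-like cells were 32.2% and CD16 mono-like cells 7.43%, the HAVCR2 difference was 4.05 percentage points over 2 tumors, and HAVCR2 was -0.52 against Mac_APOE-like cells, with no test. Calling at 500 UMIs gave 10877 myeloid-like cells, 9.58% CD16 mono-like and 2.97% neutrophil-like, 1554 and 2473 genes against Mac_APOE-like cells and the mean of the other classes, and list medians of 1.26, 1.08 and 1.27. Calling at 1000 UMIs with no upper limit on genes gave 9881 cells, 8.15% Mac_APOE-like and 3.46% CD16 mono-like, 1133 and 1908 genes, TIMP1 at 1.35 against Mac_APOE-like cells, SERPINB2 at 0.87 against the mean of the other classes, and list medians of 1.33, 1.79 and 1.23. Calling at 1000 UMIs with a resolution of 0.6 gave 9577 cells, 7.12% CD16 mono-like and 2.60% neutrophil-like, 1540 and 2549 genes, and list medians of 1.42, 1.51 and 1.51, where the list passed the threshold as in these other settings of calling. With the highest score alone, Mac_APOE-like cells were 0.542% and Mac_SPP1-like cells 70.6%, the HAVCR2 difference was 4.93 percentage points over 3 tumors, 1447, 13 and 300 genes were called, and the list medians were 0.65, 0.22 and 0.39 (lowest adjusted p = 0.257).

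Some alternatives gave no value. Leaving out tumor 4 leaves no Mac_SPP1-like sum. Leaving out tumor 2, keeping only sums of at least 50 cells, and fitting only the compared classes leave no residual degrees of freedom, so they give fold changes without a test. At least 50 cells per sum were possible only against CD14 mono-like cells. Depth limits SERPINB2 most, with 6 UMIs in the Mac_SPP1-like sum.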

Differences from the paper's values

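Of the settings compared with the paper in this part, calling at 500 UMIs, calling at 1000 UMIs with no upper limit on genes, calling at 1000 UMIs with a resolution of 0.6 and each tumor clustered on its own were chosen only after the values were seen.

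The paper reports 10913 myeloid cells from the 4 tumors, and 4431 were recovered here. Of the alternatives set before the data were examined, calling the cells of tumor 4 at 1000 UMIs gave 9845 and keeping every barcode of tumor 4 that passed the filters gave 10701, both within 1.5 times the paper's number. In the last of these 3.12% of the barcodes of tumor 4 were removed as doublets, at a rate tied to the number called in the main setting, and removal at 0.8% per 1000 of the barcodes kept would have taken out more. No upper limit on genes (5050), no doublet removal (4556), the automatic doublet threshold (4620), under 10% mitochondrial counts (4330), no ComBat (4519) and another Leiden seed (4426) did not. Of the alternatives chosen after seeing the values, calling at 500 UMIs gave 10877, calling at 1000 UMIs with no upper limit on genes 9881, and calling at 1000 UMIs with a resolution of 0.6 9577.

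The paper counts 4 myeloid, 3 lymphocyte and 3 malignant clusters among all cells of the tumors, and 7, 5 and 6 were found here by marker genes, with clustering at the resolution of 1.0 that the paper's methods give for all cells, and 6 further clusters unnamed. No alternative was set for this step.

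The paper divides the tumor myeloid cells into populations that include CD16 monocytes, intermediate monocytes and neutrophils. Here no cluster took these names. CD16 mono-like cells were found with calling at 1000 UMIs (6.12%), with every barcode of tumor 4 (3.63%), at a resolution of 0.6 (7.14%), and, chosen after seeing the values, with each tumor on its own (7.43%), with calling at 500 UMIs (9.58%) and with calling at 1000 UMIs joined with no upper limit on genes (3.46%) or with a resolution of 0.6 (7.12%). Neutrophil-like cells were found with calling at 1000 UMIs (3.34%), with no upper limit on genes (2.91%) and, chosen after seeing the values, with calling at 500 UMIs (2.97%) and with calling at 1000 UMIs with a resolution of 0.6 (2.60%). Without ComBat, 21 cells of tumor 3 took the separate name of mature neutrophils, or 1.51% of its myeloid-like cells.

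Figure S4D draws Mac_SPP1_ at or near the top of its scale for FTH1, VIM, FTL, MALAT1, S100A10, CTSL and HAVCR2. Over the 17 genes, Mac_SPP1-like cells were here highest for 7, of which 5 are among those: VIM, FTL, S100A10, CTSL and HAVCR2. For FTH1 and MALAT1, DC-like cells were highest and Mac_SPP1-like cells reached 0.757 and 0.912 of the scale. With calling at 1000 UMIs, Mac_SPP1-like cells were highest for all 7 drawn so. The figure draws SERPINB2 near the bottom in Mac_SPP1_. Here Mac_SPP1-like cells were highest on the scale of means over the sums of a class, and at 0.497 of the scale with calling at 1000 UMIs. By single sums they were not highest, at 2.54 CPM from 6 UMIs against 11.1 in DC-like cells of tumor 2. The figure draws ITGB1 at the top for Mac_APOE_, where DC-like cells were highest here, with Mac_APOE-like cells at 0.977, and at the top with calling at 1000 UMIs. For TIMP1 the figure draws CD16 monocytes highest. DC-like cells were highest here, and CD16 mono-like cells with calling at 1000 UMIs.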

Other observations

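The tests of granule genes and those of depth behind SPP1 and HAVCR2 in this part were chosen only after the result was seen, as were the comparisons with all NK cell-like cells for SOCS3, while the other tests were set beforehand.

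A hypothesis was that tumor 4 holds immature granulocytes. Its marker genes, MPO, PRTN3, ELANE, AZU1 and CTSG, code for proteins of primary granules and are those of the class that the paper draws as neutrophils by MPO and PRTN3. At least 2 of these genes had a UMI in 47 of 2162 cells of tumor 4 and in 0 of 6850, 4133 and 3350 cells of tumors 1, 2 and 3. With each cell thinned to 1000 UMIs, the expected share was 1.09% in tumor 4 (Wilson 95% interval 0.728 to 1.62), above the limits of 0.0511%, 0.0789% and 0.0970% that a count of 0 allows in tumors 1, 2 and 3, which argues against deeper cells in tumor 4 as the cause. Within tumor 4 the thinned share was 21.5% in an unnamed cluster of 101 cells (14.6 to 30.5), 0.105% in myeloid-like cells (upper bound 0.423), 0.119% in T cell-like cells (upper bound 4.28) and 0 of 344 epithelial-like cells, which allows up to 0.872%, which argues against free RNA. Such cells may therefore be present in tumor 4 in low number. With no upper limit on genes 54 such cells were found in tumor 4, and with barcodes called at 1000 UMIs 145. The unnamed cluster was outside the myeloid-like cells of the main setting. Why these cells were seen in 1 tumor was not tested.

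A further hypothesis was that SOCS3 UMIs in CD4 T cell-like cells come from myeloid RNA. Of CD4 T cell-like cells without a UMI of any myeloid marker, 8.27% were expected to have a SOCS3 UMI after thinning to 1000 UMIs (5.74 to 11.8, 325 cells), and of those with such a UMI 9.93% (6.32 to 15.3, 175 cells), so leaving out cells with visible myeloid RNA moved the share by less than the counting error. The comparator set in advance, NK cell-like cells without a myeloid marker UMI, held only 34 cells because NK cells express some of the markers, and its share of 6.06% (1.71 to 19.3) is too imprecise to decide. Against all NK cell-like cells, the share of CD4 T cell-like cells without a marker was 9.28% (5.99 to 14.1) against 4.27% (2.49 to 7.24) in tumor 2, and 6.99% (3.61 to 13.1) against 2.53% (1.57 to 4.07) in tumor 3. The shares were higher in both tumors, with intervals that overlapped in each. Pooled over tumors, all NK cell-like cells had 3.07% (2.14 to 4.39), an interval that does not overlap that of the 8.27%, but the pooled groups drew on tumors 2 and 3 in different numbers, 199 and 117 cells against 293 and 633. The comparison within tumors was therefore taken after the pooled values had been seen. Its odds ratio over tumors 2 and 3 was 2.49 (1.41 to 4.41), with 2.29 (1.09 to 4.81) in tumor 2 and 2.89 (1.22 to 6.88) in tumor 3, which argues against free myeloid RNA spread alike over T and NK cells as the whole source. Myeloid RNA that is held by CD4 T cell-like cells more than by NK cell-like cells and SOCS3 made by the CD4 T cell-like cells cannot be told apart, because the comparator set in advance held too few cells. The intervals cover counting error only. Part of these cells, T cluster 3 in tumor 3, had more CD8A and CD8B than CD4, and the test across clusters was not past its threshold.

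The paper reports SPP1, HAVCR2 and CD68 together in cells of tissue sections. In the tumor libraries, 38, 68, 532 and 193 myeloid-like cells of tumors 1 to 4 had a UMI of all 3 genes. Cells with an SPP1 UMI more often had an HAVCR2 UMI than cells without, 6.51% against 2.38% in tumor 1, 41.8% against 33.5% in tumor 2, 49.3% against 33.5% in tumor 3 and 58.0% against 20.2% in tumor 4. Deeper cells have more UMIs of both genes, so this was recomputed with each cell thinned to 1000 UMIs. In tumor 3 the odds ratio was then 1.20 (0.851 to 1.70), an interval that holds 1, the value that differences in depth alone would give. In tumor 4 it stayed at 3.60 (2.35 to 5.53), which argues against depth there. In tumor 2 it was 1.11 (0.530 to 2.34), and in tumor 1 too few cells lacked SPP1 or had HAVCR2 for a ratio. Pooled over tumors it was 1.68 (1.30 to 2.16). Since monocytes have little SPP1 and little HAVCR2, a mixture of monocytes and macrophages could also give such a ratio. Among Mac_APOE-like cells alone the pooled odds ratio was 1.17 (0.841 to 1.62), with 1.15 in tumor 2 and 1.16 in tumor 3. Tumor 4, where the ratio of 3.60 was seen, gave no value for these cells. This test therefore cannot tell a mixture apart from a link within macrophages in tumor 4. There the thinned HAVCR2 shares of cells with and without SPP1 were 14.9% and 4.62%. Those of Mac_SPP1-like and of other myeloid-like cells were close to them, at 14.7% and 4.27%. A mixture of classes would thus be enough for about such a ratio, while a link within macrophages is not excluded. Single draws of UMIs gave between 2.03 and 7.50 in tumor 4 and between 0.851 and 1.84 in tumor 3. The intervals treat cells as independent and cover counting error only.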
